# SWI/SNF regulates a transcriptional program that induces senescence to prevent liver cancer

**DOI:** 10.1101/gad.286112.116

**Published:** 2016-10-01

**Authors:** Luca Tordella, Sadaf Khan, Anja Hohmeyer, Ana Banito, Sabrina Klotz, Selina Raguz, Nadine Martin, Gopuraja Dhamarlingam, Thomas Carroll, José Mario González Meljem, Sumit Deswal, Juan Pedro Martínez-Barbera, Ramón García-Escudero, Johannes Zuber, Lars Zender, Jesús Gil

**Keywords:** senescence, ARID1B, SWI/SNF, p53, ENTPD7, dNTP metabolism, cancer

## Abstract

Oncogene-induced senescence (OIS) is a potent tumor suppressor mechanism. To identify senescence regulators relevant to cancer, we screened an shRNA library targeting genes deleted in hepatocellular carcinoma (HCC). Here, we describe how knockdown of the SWI/SNF component ARID1B prevents OIS and cooperates with RAS to induce liver tumors. ARID1B controls p16^INK4a^ and p21^CIP1a^ transcription but also regulates DNA damage, oxidative stress, and p53 induction, suggesting that SWI/SNF uses additional mechanisms to regulate senescence. To systematically identify SWI/SNF targets regulating senescence, we carried out a focused shRNA screen. We discovered several new senescence regulators, including ENTPD7, an enzyme that hydrolyses nucleotides. ENTPD7 affects oxidative stress, DNA damage, and senescence. Importantly, expression of ENTPD7 or inhibition of nucleotide synthesis in ARID1B-depleted cells results in re-establishment of senescence. Our results identify novel mechanisms by which epigenetic regulators can affect tumor progression and suggest that prosenescence therapies could be employed against SWI/SNF-mutated cancers.

## Abstract (precis)

Here, Tordella et. al identified senescence regulators relevant to cancer by screening an shRNA library targeting genes deleted in hepatocellular carcinoma (HCC). They show that knockdown of the SWI/SNF component ARID1B prevents oncogene-induced senescence and cooperates with RAS to induce liver tumors, and their results provide new insights into the mechanisms by which epigenetic regulators can affect tumor progression.

The extensive sequencing of cancer genomes has provided a comprehensive list of the recurrent genetic alterations observed in different tumor types. In addition to well-known oncogenes and tumor suppressors, these studies have linked unforeseen candidates to cancer (Watson et al. 2013). In parallel, our overall understanding of cancer biology has advanced considerably, and specific hallmarks have been proposed to explain the diversity of cancer (Hanahan and Weinberg 2011). However, despite progress in both areas, the explanation for the functional significance that recurring genetic alterations have in cancer progression is often missing but is much needed to develop targeted therapies.

Bypass of senescence is a common characteristic of advanced tumors (Narita and Lowe 2005). In response to oncogenic signaling, cells activate a stress response termed oncogene-induced senescence (OIS). OIS is a feature of premalignant lesions and has an important role in tumor suppression (Collado and Serrano 2010). Consequently, advanced tumors almost invariably escape senescence, and this constitutes one of the hallmarks of cancer (Hanahan and Weinberg 2011). A well-studied example is hepatocellular carcinoma (HCC). Aberrant oncogenic activation in hepatocytes activates OIS, which in turn limits HCC generation via cell-intrinsic and cell-extrinsic mechanisms (Kang et al. 2011). Overall, OIS is a complex program that includes the implementation of a highly stable cell cycle arrest but also profound changes in transcription, metabolism, secretome, and chromatin organization (Kuilman et al. 2010). Many of these senescent phenotypes are under epigenetic control (Kia et al. 2008; Barradas et al. 2009). Interestingly, a major discovery from cancer genome studies is that chromatin modifiers are often mutated in cancer (Plass et al. 2013). In particular, genes encoding for components of the SWI/SNF chromatin remodeling complex are frequently deleted or mutated across a wide spectrum of cancers (Kadoch et al. 2013). This suggests that SWI/SNF plays a fundamental protective role toward tumorigenesis via the regulation of basic cellular functions. Whether the frequency of these alterations relates to the ability of the SWI/SNF complex to control senescence is an enticing possibility.

The SWI/SNF complexes reposition nucleosomes and bind to DNA regulatory regions to control transcription. Loss-of-function mutations of different SWI/SNF components drive tumorigenesis by disrupting gene expression (Wilson and Roberts 2011). SWI/SNF are macromolecular complexes comprising 12–15 subunits: A catalytic ATPase subunit, SMARCA4/BRG1 or SMARCA2/BRM, and several core subunits, such as SMARCB1/SNF5/INI1/BAF47 or SMARCC1/BAF155, are common to all SWI/SNF complexes. Other subunits, such as ARID1A and ARID1B, are mutually exclusive components of BAF (BRG1-associated factor) complexes, while PBRM1 and ARID2 are specific for PBAF (polybromo BAF) complexes (Helming et al. 2014a).

Many components of SWI/SNF complexes are altered in different malignancies, adding up to a global ∼20% of cancers bearing mutations in SWI/SNF genes (Kadoch et al. 2013). The BAF subunit ARID1A has the highest mutation rate among SWI/SNF components (Helming et al. 2014a). Mutations in its paralog, ARID1B, are less frequent but have also been observed in melanoma, gastric cancer, colorectal cancer, HCC, neuroblastoma, and pancreatic cancer (Fujimoto et al. 2012; Khursheed et al. 2013; Sausen et al. 2013; Lee et al. 2015). In HCC, >20% of the tumors present alterations in SWI/SNF components, and mutations in ARID1B are second only to ARID1A in frequency (Fujimoto et al. 2012).

Given the prevalence of SWI/SNF mutations, several studies have investigated the molecular mechanisms linking SWI/SNF disruption with cancer progression. SWI/SNF components have been reported to interact with RB (Trouche et al. 1997), MYC (Cheng et al. 1999), or p53 (Lee et al. 2002). Moreover, inactivation of the SWI/SNF complex due to loss of specific components such as SNF5, BRD7, or PBR1 results in senescence bypass (Oruetxebarria et al. 2004; Burrows et al. 2010; Drost et al. 2010). Direct transcriptional regulation of p16^INK4a^ (Oruetxebarria et al. 2004; Kia et al. 2008) or p21^CIP1^ (Chai et al. 2005) by SWI/SNF complexes might explain, in part, their role in senescence. However, a more comprehensive explanation of how SWI/SNF regulates senescence and how this is relevant for tumorigenesis is still lacking.

In this investigation, we carried out a functional screen to identify HCC-deleted genes regulating senescence. We found that depletion of ARID1B blunted the senescence response and cooperated with oncogenic Ras in HCC formation. By systematically investigating ARID1B target genes, we discovered several novel mediators of senescence, among them ENTPD7, an enzyme involved in nucleotide metabolism. Overall, the identification of novel mechanisms by which ARID1B loss restricts senescence could reveal vulnerabilities (e.g., nucleotide metabolism) useful to target cancers bearing mutations in SWI/SNF genes.

## Results

### An shRNA screen identifies Arid1b as a regulator of senescence

Senescence is a potent tumor suppressor mechanism (Kuilman et al. 2010) often disabled in cancer cells (Hanahan and Weinberg 2011). For example, induction of senescence in preneoplastic hepatocytes actively prevents HCC (Kang et al. 2011). To identify tumor suppressors that control senescence and could limit liver cancer, we devised a genetic screen using an shRNA library targeting genes frequently deleted in HCC (Zender et al. 2008). We carried out the screen in mouse embryonic fibroblasts (MEFs), which are a robust system used previously to identify regulators of senescence (Jacobs et al. 2000; Kondoh et al. 2005). MEFs were infected with the shRNA library, selected, and passaged regularly until controls underwent senescence (Fig. 1A; Supplemental Fig. S1A). The relative distribution of shRNAs during the screen was determined using next-generation sequencing (NGS). We then used statistical analysis to identify shRNAs significantly enriched in MEFs bypassing senescence (Fig. 1B; Supplemental Fig. S1B). Among the enriched shRNAs, two targeted the SWI/SNF subunit *Arid1b* (including the top shRNA enriched in the screen) (Fig. 1B; Supplemental Fig. S1B). Since SWI/SNF components are frequently mutated or deleted in cancer (Oruetxebarria et al. 2004; Shain and Pollack 2013), we decided to confirm that Arid1b knockdown prevented senescence using two shRNAs targeting murine *Arid1b* (Fig. 1C; Supplemental Fig. S1C,D). Similar to what we observed when using an shRNA targeting *Ink4a/Arf* (shp16/Arf) (Supplemental Fig. S1C), knockdown of *Arid1b* blunted replicative senescence, as evidenced by increased colony formation, a higher percentage of cells incorporating BrdU, and a decrease in the percentage of senescence-associated β-galactosidase (SA-β-Gal)-positive cells when compared with control MEFs (Fig. 1C). Additionally, we tested whether knockdown of Arid1b expression protected MEFs against senescence induced by oncogenic RAS. While MEFs expressing RAS^G12V^ underwent premature senescence, MEFs infected with shRNAs targeting Arid1b or p53 continued to proliferate (Supplemental Fig. S1E). Moreover, the cells grew anchorage-independently, as assessed by soft agar assay, indicating oncogenic cooperation between RAS^G12V^ and Arid1b knockdown (Fig. 1D). Altogether, these results suggest that knockdown of Arid1b enables bypass of senescence in MEFs.

**Figure 1.**
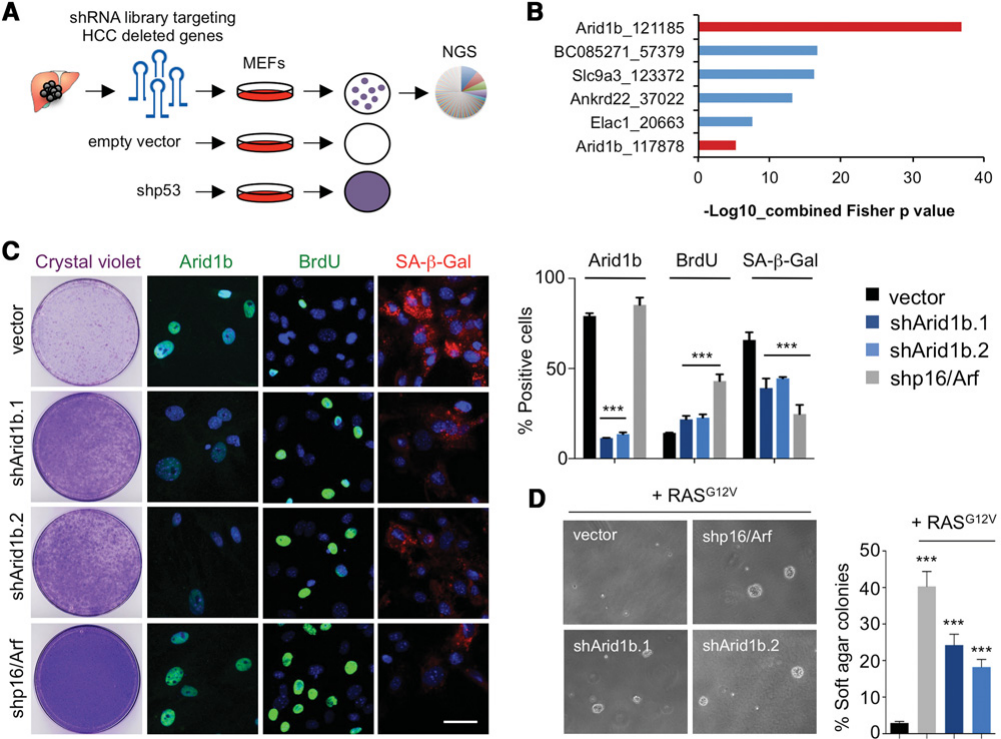
An shRNA screen identifies the SWI/SNF subunit ARID1B as a regulator of senescence. (*A*) Schematic model of the bypass of senescence screen using a library of shRNAs targeting genes deleted in HCC. An average of two different shRNAs per gene were used. MEFs were infected with the shRNA library or controls and passaged until vector cells reached senescence. shRNAs that extended life span were recovered by NGS. The screen was performed in triplicate. (*B*) List of significantly enriched shRNAs by Fisher's combined *P*-value (*P* < 0.001). shRNAs targeting ARID1B are marked in red. (*C*) Representative images of ARID1B, BrdU, SA-β-Gal immunofluorescence (IF) staining, and colony formation assay (crystal violet) of MEFs transduced with shRNAs targeting ARID1B, p16^INK4a^, or empty vector. DAPI was used to visualize the nuclei. Bar, 30 μm. Quantification of IF by high-content analysis (HCA) is shown at the *right*. (*D*) Soft agar assay of MEFs transduced with *Ras*^*G12V*^ cDNA and either an empty vector or vectors carrying shRNAs for p16/Arf or ARID1B. Representative images at 4× magnification (*left*) and quantification (*right*) are shown. Graphs in *C* and *D* represent mean ± SD from *n* = 4 and *n* = 3, respectively. (***) *P* < 0.001 by two-tailed Student *t*-test.

### Knockdown of Arid1b cooperates in HCC generation by blunting OIS

Next, we investigated whether Arid1b depletion can prevent senescence in vivo and in this way contribute to liver cancer development. To test this, we used a mouse model in which OIS is triggered in hepatocytes via transposon-mediated transfer of oncogenic Nras (Nras^G12V^) delivered by hydrodynamic tail vein (HDTV) injection (Fig. 2A; Kang et al. 2011). In this model, the senescent hepatocytes activate an immune response that results in their gradual elimination (Kang et al. 2011). To investigate whether Arid1b knockdown affects OIS in vivo, we coexpressed Nras^G12V^ and either control or Arid1b targeting shRNAs. We measured Arid1b levels in Nras^G12V^-expressing hepatocytes 9 d after transposon injection. Hepatocytes expressing an inactive variant (Nras^G12V,D38A^) displayed lower levels of Arid1b than those carrying the constitutively active variant (Nras^G12V^), indicating that oncogenic Nras^G12V^ induces Arid1b expression during senescence in vivo. Furthermore, both shRNAs targeting Arid1b blunted its induction (Fig. 2B; Supplemental Fig. S2A,B). We next evaluated the consequences of depleting Arid1b in Nras-expressing hepatocytes. At day 9, there were more Nras-positive hepatocytes present in the livers of mice transduced with Nras^G12V^_shArid1b than Nras^G12V^_ shCTR vectors (Fig. 2C,D). The higher percentage of Nras^+^ hepatocytes correlated with reduced senescence, as shown by decreased levels of SA-β-Gal in the livers of mice transduced with Nras^G12V^_shArid1b vectors. In addition, a lower percentage of Nras-positive hepatocytes were also positive for p21^Cip1a^ or p16^Ink4a^ upon Arid1b depletion (Fig. 2C,D). Other SWI/SNF components have been suggested to control senescence by regulating p21^Cip1a^ or p16^Ink4a^ transcription (Chai et al. 2005). Interestingly, we also observed a decreased DNA damage response (DDR; assessed by 53BP1 staining) in Nras^+^ hepatocytes of mice transduced with Nras^G12V^_shArid1b vectors (Fig. 2E; Supplemental Fig. S2C), suggesting that there might be additional mechanisms by which Arid1b and, by extension, the SWI/SNF complex control senescence.

**Figure 2.**
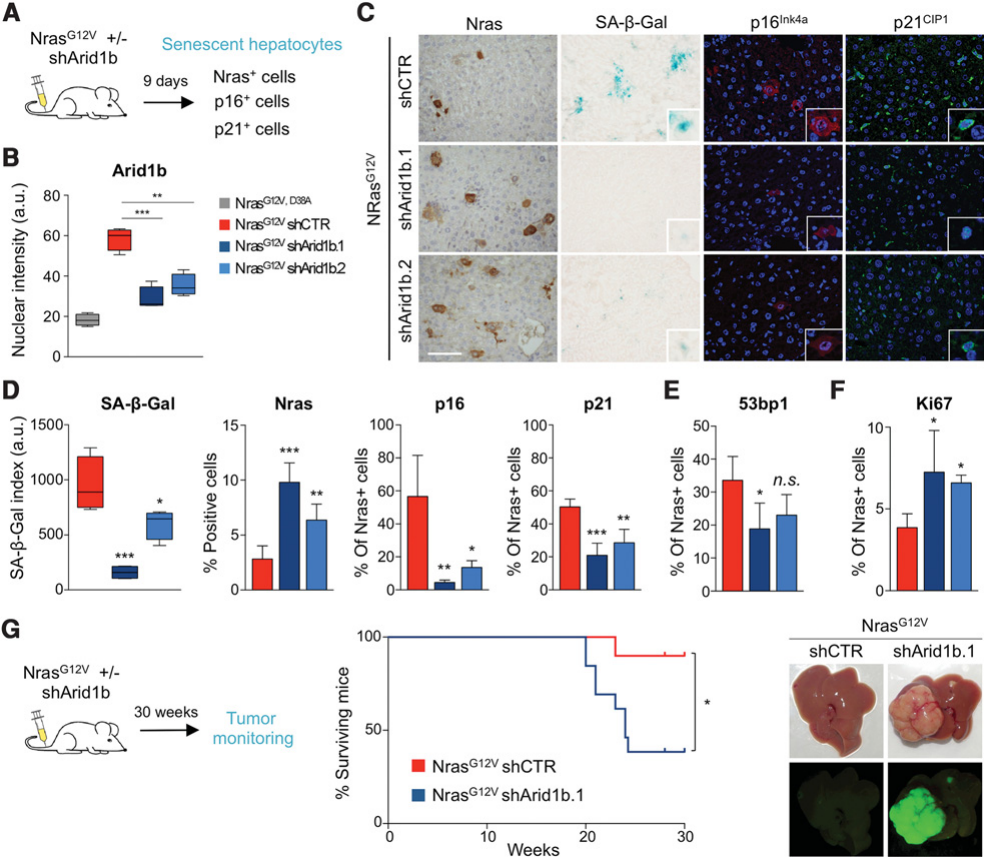
Knockdown of *Arid1b* alleviates OIS in vivo and cooperates in HCC formation. (*A*) Scheme of the in vivo senescence experiments. Transposon constructs carrying *Nras*^*G12V*^ cDNA and Arid1b shRNAs (or control) were delivered into mouse livers by hydrodynamic injection (Nras^G12V/D38A^ was used as negative control). *n* = 4 mice per condition were used. (*B*) Quantification of Arid1b nuclear IF staining in Nras^+^ mouse hepatocytes in the above-described conditions is shown. (*C*) Representative pictures of immunohistochemistry (IHC) for Nras, SA-β-Gal staining, and IF staining for p21^CIP1^ and p16^INK4a^ on liver sections from mice injected with the indicated vectors. (*D*–*F*) Quantification of the SA-β-Gal staining and percentages of Nras-positive, p16^INK4a^-positive, or p21^CIP1^-positive cells (*D*) and 53bp1-positive (*E*) or Ki67-positive (*F*) cells in liver sections from mice injected with the indicated vectors. Graphs represent mean ± SD from *n* = 4 mice. (***) *P* < 0.001; (**) *P* < 0.01; (*) *P* < 0.05; (n.s.) nonsignificant by two-tailed Student *t*-test. (*G*, *left*) Scheme of the in vivo tumor growth experiment. Transposon constructs carrying *Nras*^*G12V*^ cDNA and an Arid1b shRNA (or control) were delivered into mouse livers by hydrodynamic injection. Mice were monitored for 30 wk. *n* = 10 shCTR and *n* = 13 shArid1b.1 mice were used. Kaplan-Meier survival curves (*middle*) and representative pictures of livers (*right*) showing GFP-positive tumor nodules as they were derived from the injected constructs. (*) *P* < 0.05 by log rank (Mantel-Cox) test. Bar, 100 μm. DAPI was used to visualize the nuclei.

Nras^+^ hepatocytes in which Arid1b expression was knocked down also proliferated more, displaying a higher percentage of Ki67^+^ cells (Fig. 2F; Supplemental Fig. S2D). Since depletion of Arid1b blunted the senescence response in vivo and resulted in higher percentages of proliferating Nras^+^ hepatocytes, we investigated whether the knockdown of Arid1b cooperated with Nras^G12V^ in tumor formation. To test this, we used a protocol similar to that used before and monitored the mice regularly for tumor formation (Fig. 2G, left). While only one out of 10 mice injected with the Nras^G12V^_shCTR vector died of tumors during the time they were monitored, eight out of 13 of those bearing the Nras^G12V^_shArid1b.1 construct succumbed to HCCs (Fig. 2G, middle). Fluorescence imaging confirmed that these tumors derived from hepatocytes expressing the transduced vectors, as they were GFP-positive (Fig. 2G, right). Altogether, these results indicate that knockdown of Arid1b contributes to HCC formation by blunting senescence.

### ARID1B regulates OIS in human fibroblasts

To investigate the mechanism by which ARID1B controls senescence in more detail, we took advantage of IMR90 human fibroblasts, as they are a widely used system to study senescence and are amenable to mechanistic dissection. First, we checked whether ARID1B is necessary for the implementation of senescence in human cells. To this end, we generated two shRNAs to target human ARID1B (Supplemental Fig. S3A,B) and used them to infect IMR90 human fibroblasts expressing ER:RAS (IMR90 ER:RAS), an inducible model of OIS. Depletion of ARID1B in IMR90 ER:RAS cells blunted OIS, as evidenced by increased proliferation and a decrease in the percentage of cells positive for SA-β-Gal (Fig. 3A). To investigate how the depletion of ARID1B affects OIS, we performed transcriptional profiling of IMR90 ER:RAS cells infected with an shRNA targeting ARID1B (Fig. 3B, left). Using gene set enrichment analysis (GSEA), a signature of OIS was found significantly down-regulated upon ARID1B knockdown (Fig. 3B, middle). GSEA and Ingenuity Pathway Analysis (IPA) showed that SWI/SNF (SMARCA4) target genes were induced during OIS, and this induction was blunted by ARID1B knockdown (Fig. 3B, right; data not shown). Interestingly, IPA also suggested that ARID1B depletion prevented the activation of the p53 pathway and oxidative stress observed during OIS (Fig. 3B, right). Key effectors of senescence such as p16^INK4a^ and p21^CIP1^ were down-regulated at both the mRNA and protein level upon ARID1B depletion (Fig. 3C,D; Supplemental Fig. S3C). Consistent with the observations in vivo, depletion of ARID1B resulted in reduced DDR (Fig. 3C,D). In addition, confirming the IPA, ARID1B knockdown resulted in decreased levels of p53 and oxidative stress (as measured by 8-oxodG staining) (Fig. 3C,D).

**Figure 3.**
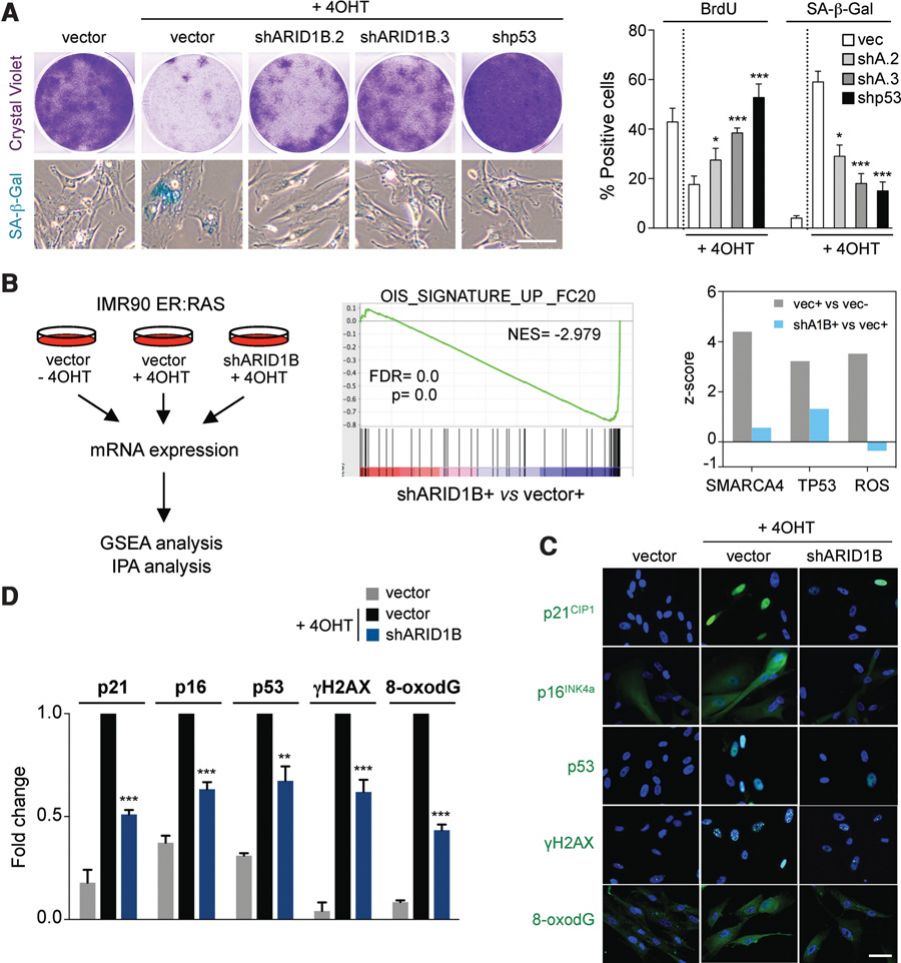
ARID1B regulates OIS in human cells. (*A*) IMR90 ER:RAS cells were transduced with either an empty vector (vec), a p53 shRNA (shp53), or ARID1B shRNAs (shARID1B.2 [shA2] and shARID1B.3 [shA3]) and induced to undergo senescence by 4OHT treatment. Cell proliferation was assessed by crystal violet staining (*top left*) and BrdU incorporation (*right*). Senescence was measured by SA-β-Gal staining (representative pictures are at the *bottom left*, and quantification is at the *right*). (*B*, *left*) IMR90 ER:RAS cells transduced with an empty vector (±4OHT) or ARID1B shRNAs (+4OHT) were subjected to global mRNA expression analysis. Data were subjected to GSEA and IPA. *n* = 3 biological replicates were used. (*Middle*) GSEA showing loss of a signature associated with OIS in the gene expression profile of IMR90 ER:RAS shARID1B versus empty vector, both 4OHT-treated. (NES) Normalized enriched score; (FDR) false discovery rate. (*Right*) IPA upstream regulator analysis of the indicated comparisons is shown. The predicted activation (*z*-score) of SMARCA4, TP53, and reactive oxygen species (ROS) pathways is shown. (*C*,*D*) Quantification by HCA (*D*) of IF staining (*C*) for p21^CIP1^, p16^INK4a^, p53, γH2AX, and 8-oxodG in IMR90 ER:RAS cells transduced with either an empty vector or an shRNA targeting ARID1B (±4OHT). DAPI was used to visualize the nuclei. Graphs represent mean ± SD from *n* = 4 (*A*, BrdU) and *n* = 3 (*A* [SA-β-Gal], *D*). (***) *P* < 0.001; (**) *P* < 0.01; (*) *P* < 0.05 by two-tailed Student *t*-test. Bars, 30 μm.

### ARID1B expression triggers a senescent-like arrest

To complement the knockdown studies, we analyzed the effect of expressing ARID1B in IMR90 cells. Expression of ARID1B in IMR90 cells induced growth arrest, SA-β-Gal activity, and a decrease in the percentage of BrdU-positive cells (Fig. 4A; Supplemental Fig. S4A). By analyzing the transcriptional profiles of IMR90 cells infected with a control vector or ARID1B by GSEA, we observed that ARID1B overexpression was associated with signatures of OIS and senescence-related phenotypes such as SASP and cell cycle arrest (Supplemental Fig. S4B). 

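RNA was sequenced from IMR90 cells, human fetal lung fibroblasts, infected with an empty vector or with ARID1B cDNA. Each group held 3 libraries, which the paper describes as biological replicates. Replicate 3 lay near a linear mixture of replicates 1 and 2, at 82.3% of replicate 1 for the vector and 73.3% for ARID1B. If replicates 3 were mixtures, each group would hold 2 independent samples. The SD, standard errors and p-values given here treat all 3 as independent. Cells were at passage 13, were selected with puromycin until day 4 and were collected on day 6 after infection. Libraries were made with a stranded mRNA kit. The authors deposited 1 value in FPKM (fragments per kilobase of gene, scaled to the library total) for each of 57232 genes in each library. Their processing notes name TopHat2 version 2.0.11, HTSeq version 0.5.3p9, DESeq2 and the genome build hg19, without saying what each was used for. Low FPKM values step in whole reads, and these steps gave the library totals behind them. The totals were 80528432, 90548577 and 63386813 reads or fragments for vector replicates 1, 2 and 3, and 70022493, 74121620 and 91924514 for ARID1B replicates 1, 2 and 3. The 10416 genes with a mean of at least 1 FPKM over the 6 libraries were tested with limma on log2(FPKM + 1), which understates the change of genes at low levels. Gene lists fixed beforehand were tested with camera at a preset correlation of 0.01. The pseudocount, the filter on low values, the correlation and each single library could change the numbers. Vector replicate 2 stood apart from the other libraries, with a score of 48.5 on a first principal component that held 63.8% of the variance and scores from -20.0 to 3.63 in the other 5. Across 10195 genes, which are not independent, the log2 change between ARID1B and vector correlated with GC content at a Spearman's rho of -0.55 and with transcript length at 0.40 (-0.27 and 0.02 without vector replicate 2). No genomic coordinates are given, because the reference used for transcript length and GC content is of another build than hg19.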

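ARID1B (ENSG00000049618) stood at 27.3 ± 5.79 FPKM (SD, n = 3) with ARID1B and 1.88 ± 0.509 FPKM (SD, n = 3) with the vector, a log2 change of 3.29 (standard error 0.208, adjusted p = 0.0255 from limma). The values do not separate the RNA of the cDNA from that of the cells' own gene. CXCL8, which encodes the neutrophil chemokine interleukin-8 and is listed under its older symbol IL8 (ENSG00000169429), rose with a log2 change of 3.38 (standard error 0.275, adjusted p = 0.0448 from limma). Its level was 17.4 ± 6.58 FPKM (SD, n = 3) with ARID1B and 0.718 ± 0.337 FPKM (SD, n = 3) with the vector. IL7R (ENSG00000168685), a receptor chain for interleukin-7, rose with a log2 change of 1.28 (standard error 0.106, adjusted p = 0.0448 from limma). These 3 genes were higher in each ARID1B library than in any vector library, for which an exact permutation test gives p = 0.1 two-sided, the smallest that 3 against 3 libraries allow. No gene passed with no filter on low values, and IL8 missed the threshold under median-ratio rescaling (adjusted p = 0.0582 from limma). No gene fell at an adjusted p under 0.05 from limma, while 483 genes were higher and 619 lower at an unadjusted p under 0.05, and limma's voom on the recovered reads called 1 gene higher and 0 lower.

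**Figure D1:**
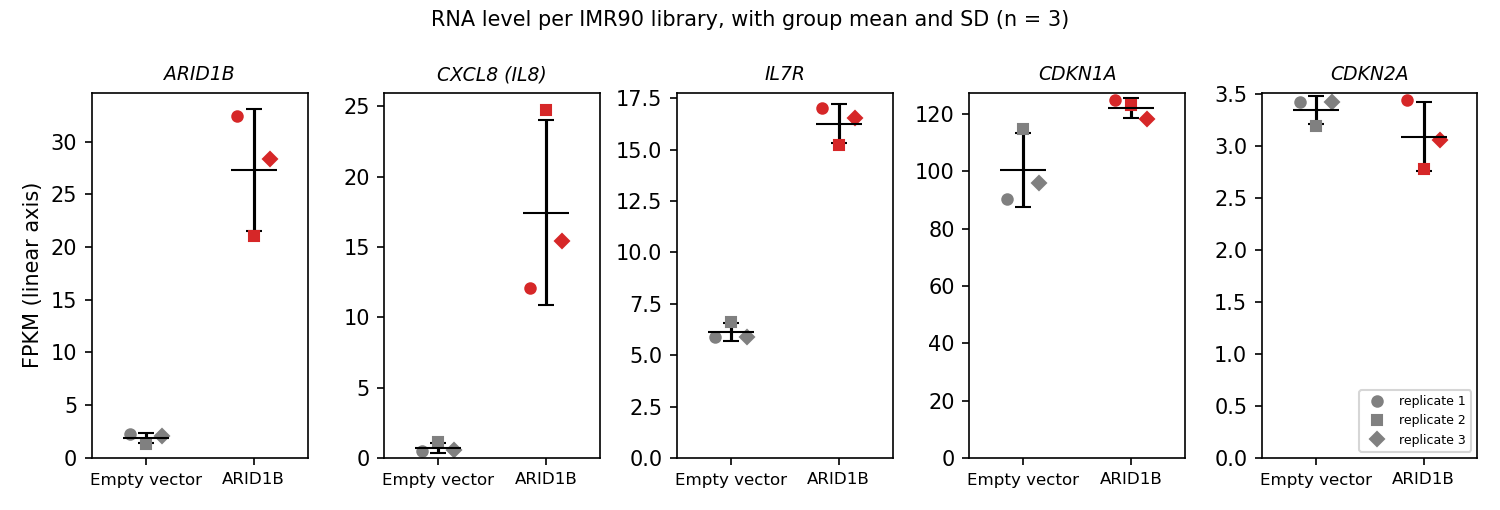
FPKM of 5 genes in each library of IMR90 cells with the empty vector (gray) or ARID1B (red), on linear axes. Bars and whiskers give the mean and SD of 3 libraries, and the marker shape gives the replicate number. ARID1B, CXCL8 and IL7R lie higher in each ARID1B library than in any vector library, and the 2 groups overlap for CDKN2A.

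Among 41 measured SASP genes, 1 rose (CXCL8), 0 fell and 40 did not pass (3 higher and 1 lower when adjusted over the list alone). Of 61 measured senescence-associated genes, 0 rose, 0 fell and 61 did not pass (2 higher and 2 lower when adjusted over the list alone). IGFBP6, an insulin-like growth factor binding protein on both lists, had a log2 change of -0.88 (adjusted p = 0.0920), and F3, which encodes tissue factor, one of 1.12 (adjusted p = 0.0920). On the SASP list, CXCL1 had a log2 change of 1.70 (adjusted p = 0.0920) and INHBA one of 1.19 (adjusted p = 0.129) from limma. As whole lists, SASP genes had a median log2 change of 0.13 (adjusted p = 0.0540 from camera) and senescence-associated genes one of 0.11 (adjusted p = 0.0578). After a correction for GC content and length chosen after seeing the data, these adjusted p were 0.00377 and 0.00142. Over all settings they ran from 0.00377 to 0.525 and from 0.00142 to 0.269. With fgsea, set beforehand and the closest in kind to the paper's GSEA, they were 0.00462 and 0.0145, both on the higher side. With an estimated correlation in camera they were 0.498 and 0.269. IGFBP6 had a corrected log2 change of -0.55 (adjusted p = 0.445). As lists, genes of the cell cycle lay higher with ARID1B. Of 55 genes of G2/M and mitosis, 41 had a positive change, with a median log2 change of 0.19 (adjusted p = 0.00517 from camera, and adjusted p = 0.856 with an estimated correlation). Of 45 genes of G1/S and DNA replication, 35 had a positive change, with a median of 0.07 (adjusted p = 0.0182, and adjusted p = 0.856 with an estimated correlation). Without vector replicate 2 the medians were 0.58 for G2/M and mitosis and 0.33 for G1/S and DNA replication. No single gene of either list passed, also when adjusted over the list alone, among them TOP2A, the mitotic topoisomerase, at 0.65 (adjusted p = 0.465), and ECT2, a regulator of cytokinesis, at 0.51 (adjusted p = 0.351). MKI67, a marker of dividing cells, differed within both groups, at 2.83, 6.49 and 3.38 FPKM in vector replicates 1, 2 and 3 and at 9.73, 3.52 and 8.14 FPKM in ARID1B replicates 1, 2 and 3.

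**Figure D2:**
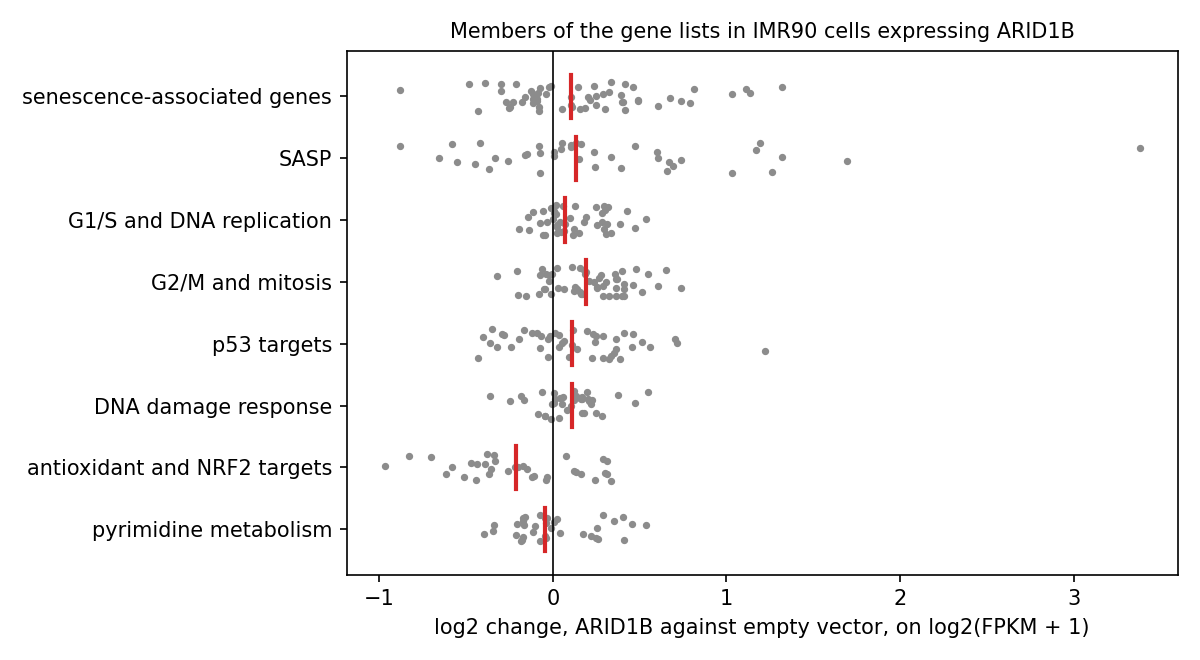
Log2 change of each measured member (gray points, spread vertically for visibility) of 8 gene lists between ARID1B and vector libraries, on log2(FPKM + 1), with the median of each list (red line). The median of G2/M and mitosis genes lies at 0.19 and that of antioxidant and NRF2 targets at -0.21.

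Without vector replicate 2, 125 genes were higher and 199 lower, whereas leaving out any other single library left 0 genes past the threshold. In the fit without vector replicate 2, camera at the preset correlation gave the SASP list an adjusted p of 0.00719. It gave the G2/M and mitosis list 1.01e-11, the senescence-associated list 0.0863 and the list of p53 targets 0.761. The call of the G2/M and mitosis list ended (with adjusted p) without vector replicate 1 (0.513), vector replicate 3 (0.0512) or ARID1B replicate 1 (0.0683). That of the G1/S list ended without vector replicate 1 (0.836), vector replicate 3 (0.228) or ARID1B replicate 1 (0.179). Both calls also ended at a mean of at least 5 FPKM (0.144 for G2/M and mitosis, 0.525 for G1/S). They ended too with fry, another test of lists (0.859 and 0.860). Without both libraries numbered 3, a test chosen after seeing the data, both were lost (0.269 and 0.580). After the correction for GC content and length, G1/S missed the threshold (0.0519) and G2/M and mitosis did not (0.0176). Other groupings of the same 6 libraries gave 0 genes past the threshold but up to 1805 at an unadjusted p under 0.05, against 1102 for ARID1B against vector. They called up to 11 lists against 8, and the G2/M and mitosis list passed in 8 of those 9 groupings. From GSEA of these profiles, with signatures that its text does not list, the paper states that ARID1B overexpression goes with OIS, the SASP and cell cycle arrest.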

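In IMR90 cells expressing ARID1B, ARID1B was the 1 SWI/SNF subunit past the threshold, and no gene on the list of those reported to depend on the ATPases BRG1 or BRM passed. Of 26 measured SWI/SNF subunits, 1 rose, which was ARID1B itself, 0 fell and 25 did not pass (1 higher and 0 lower when adjusted over the list alone). SMARCA4, which encodes BRG1, had a log2 change of -0.30 (adjusted p = 0.509) and SMARCB1 one of -0.40 (adjusted p = 0.381) from limma. Of 12 genes reported to depend on BRG1 or BRM, 0 rose and 0 fell (2 higher and 0 lower when adjusted over the list alone), with CD44 at 0.49 (adjusted p = 0.301) and SPARC at 0.61 (adjusted p = 0.285), both also on the senescence list. This list had a median log2 change of -0.07 and a mean of 0.01, and camera placed it on the higher side (adjusted p = 0.681). The subunits had a median of -0.06 and a mean of 0.07, and camera placed them on the lower side (adjusted p = 0.759). With ARID1B itself left out, a choice made after seeing the data, the other 25 had a median of -0.07 and a mean of -0.05, also on the lower side (adjusted p = 0.306 from camera). Of 38 genes of the DNA damage response, 28 had a positive change and none passed alone, among them LIG4, a ligase of end joining, at 0.38 (adjusted p = 0.315), and DDB2, a sensor of ultraviolet damage that is also on the p53 list, at -0.36 (adjusted p = 0.349) (0 in either direction when adjusted over the list alone). The list was higher with a median log2 change of 0.11 (adjusted p = 0.0479 from camera, and adjusted p = 0.269 with an estimated correlation). This call was at the edge of the threshold, with an adjusted p of 0.0516 without a variance trend, which was seen before the value with it, and of 0.787 after a correction for GC content and length chosen after seeing the data. It also ended (with adjusted p) without vector replicate 1 (0.212), vector replicate 3 (0.104), ARID1B replicate 1 (0.0683) or ARID1B replicate 2 (0.0539). The call was lost too at a mean of at least 5 FPKM (0.666) and with fry (0.162). The same held without both libraries numbered 3, a test chosen after seeing the data (0.184). Of 47 p53 targets, 30 had a positive change, 0 rose and 0 fell (0 in either direction when adjusted over the list alone). Their median was 0.11 (adjusted p = 0.0578 from camera, and 0.0176 after the correction for GC content and length). Over all settings the adjusted p ran from 0.0145, with fgsea, to 0.856, with an estimated correlation in camera. PMAIP1, which encodes the proapoptotic protein NOXA, was at 0.72 (adjusted p = 0.272), and TIGAR, a regulator of glycolysis listed as C12orf5, at 0.36 (adjusted p = 0.318). CDKN1A, which encodes p21, stood at 122 ± 3.52 FPKM (SD, n = 3) with ARID1B and 100 ± 12.9 FPKM (SD, n = 3) with the vector, a log2 change of 0.29 (standard error 0.132, adjusted p = 0.509 from limma). It was higher in each ARID1B library than in any vector library, and 20.5% of the genes tested had groups that did not overlap. CDKN2A, which encodes p16 and p14ARF, stood at 3.09 ± 0.335 FPKM (SD, n = 3) with ARID1B and 3.34 ± 0.134 FPKM (SD, n = 3) with the vector, a log2 change of -0.09 (standard error 0.103, adjusted p = 0.771 from limma), and the table does not separate its transcripts. After the correction the log2 change of CDKN2A was 0.21 (adjusted p = 0.771), that of CDKN1A 0.48 (adjusted p = 0.169), that of LIG4 0.21 (adjusted p = 0.498) and that of SMARCA4 -0.18 (adjusted p = 0.733) from limma. The median of the list of genes that depend on BRG1 or BRM was then 0.18 (adjusted p = 0.0901).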

IPA confirmed that ARID1B expression resulted in the up-regulation of SWI/SNF target genes and the induction of the DDR and p53 (Fig. 4B,C). Indeed, the expression of ARID1B not only induced p16^INK4a^ and p21^CIP1a^ but also up-regulated p53 levels and caused DNA damage and oxidative stress (Fig. 4D,E). We then interrogated the relative contribution of these pathways to the ARID1B-mediated arrest using shRNAs. The arrest caused by ARID1B was prevented partially when the expression of p16^INK4a^ or p21^CIP1a^ had been knocked down (Fig. 4F; Supplemental Fig. S4C). Interestingly, knocking down p53 prevented to a larger extent the arrest caused by ARID1B expression (Fig. 4F), suggesting an important role of the p53 pathway in ARID1B-mediated arrest. Altogether, these observations reinforce the idea that, in addition to regulating p16^INK4a^ and p21^CIP1^ transcription, ARID1B uses additional mechanisms, such as the generation of p53-activating stress signals (DDR and oxidative stress), to control senescence.

**Figure 4.**
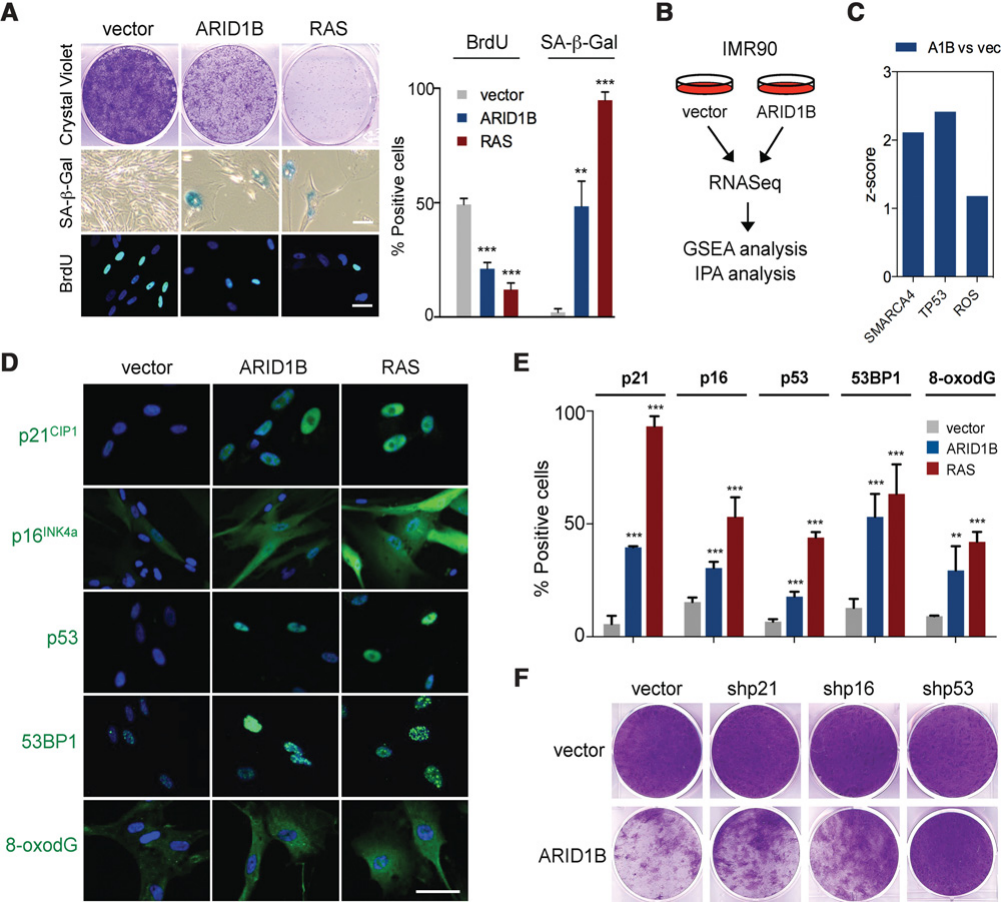
Ectopic expression of ARID1B induces senescence. (*A*,*D*,*E*) IMR90 cells were transduced with either an empty vector, *ARID1B* cDNA, or *Ras*^*G12V*^ cDNA and then analyzed for cell growth (crystal violet), SA-β-Gal activity, and BrdU incorporation (*A*) as well as IF staining (*D*) using the indicated antibodies. DAPI was used to visualize the nuclei. (*E*) Quantification by HCA of IF staining in *D*. Data represent mean ± SD from *n* = 3 (*A*, SA-β-Gal) and *n* = 4 (*A* [BrdU], *E*). (*B*) RNA sequencing (RNA-seq) was performed with IMR90 cells transduced with either an empty vector or *ARID1B* cDNA. Data were subjected to GSEA and IPA. *n* = 3 biological replicates were used. (*C*) IPA upstream regulator analysis of the RNA-seq reveals activation (*z*-score) of SMARCA4, TP53, and ROS pathways. (*F*) IMR90 cells were cotransduced with an empty vector or *ARID1B* cDNA and shRNAs targeting p21^CIP1^, p16^INK4a^, or p53. Cell proliferation was assessed by crystal violet staining. (***) *P* < 0.001; (**) *P* < 0.01 by two-tailed Student *t*-test. Bars, 30 μm.

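As a list, genes that counter oxidative stress lay lower in the ARID1B libraries. Of 34 measured antioxidant genes and targets of the transcription factor NRF2, 24 had a negative change, 0 rose and 0 fell (0 higher and 1 lower when adjusted over the list alone). TKT, a transketolase of the pentose phosphate pathway, had a log2 change of -0.61 (adjusted p = 0.186) and GPX4, a glutathione peroxidase, one of -0.47 (adjusted p = 0.320) from limma. The list was lower, with a median log2 change of -0.21 (adjusted p = 0.0182 from camera, and adjusted p = 0.269 with an estimated correlation). Of 16 listed sources of reactive oxygen species, 3 were measured and none passed, and the others had a mean under 1 FPKM. CYBA, a subunit of NADPH oxidase, was at -0.24 (adjusted p = 0.726) and RAC2, a GTPase that activates it, at -0.19 (adjusted p = 0.740). RAC1, also a GTPase, was at -0.095 (adjusted p = 0.805), and the other listed sources were not tested. Their list had an adjusted p of 0.387 from camera (0 in either direction when adjusted over the list alone). After the correction for GC content and length, the antioxidant list had a median of -0.12 (adjusted p = 0.170 from camera) and GPX4 a log2 change of -0.15 (adjusted p = 0.901) from limma. CYBA then turned to 0.05 (adjusted p = 0.929) and RAC2 to 0.03 (adjusted p = 0.982) from limma. The antioxidant call also ended without vector replicate 1 (0.0574) or ARID1B replicate 1 (0.0683), and at a mean of at least 5 FPKM (0.0583).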

### Identification of novel ARID1B targets controlling senescence

To identify novel mechanisms by which ARID1B and, by extension, the SWI/SNF complex regulate senescence, we generated an shRNA library targeting 255 genes up-regulated during OIS. It included a subset of ARID1B-dependent genes based on our gene expression analysis (Supplemental Fig. S5A). We designed up to six shRNAs targeting each gene and cloned the library in a miRE-based vector that has improved knockdown efficiency when compared with other shRNA vectors (Fellmann et al. 2013). Using this library, we carried out a screen for bypass of OIS in IMR90 ER:RAS cells (Fig. 5A; Supplemental Fig. S5B). After infection with the library or controls, senescence was induced by adding 4OHT to activate ER:RAS, and cells were passaged until growth (indicative of senescence bypass) was observed in library-infected plates. The distribution of shRNAs at different time points was calculated by NGS. Importantly, by including up to six shRNAs targeting each gene in the library, we were able to analyze the results of the screen at the gene level rather than the shRNA level. Statistical analysis using EdgeR unveiled 14 genes whose shRNAs were significantly enriched (*P* < 0.001) in cells bypassing OIS. Interestingly, 13 of the 14 candidates identified in the screen were ARID1B-dependent genes (Supplemental Fig. S5C). Using IPA, we independently confirmed a significant enrichment for SWI/SNF (SMARCA4) target genes among the top hits of the screen (Supplemental Fig. S5D) and for genes related to p53 and reactive oxygen species (ROS) (Supplemental Fig. S5D). The top gene identified in the screen was *CDKN1A* (Fig. 5B; Supplemental Fig. S5E), which encodes for p21^CIP1^, a key senescence regulator. Our data and the literature (Chai et al. 2005) support an important role for p21^CIP1a^ in implementing SWI/SNF-mediated senescence. This served as an internal control and confirmed the validity of our approach. Among the other genes identified, at least three (*SLC31A2*, *ENTPD7*, and *NDST2*) could be functionally associated with the generation of oxidative stress or DDR. We confirmed that these three genes were SWI/SNF targets induced during OIS (Supplemental Fig. S5F–H). To investigate the role of SLC31A2, NDST2, and ENTPD7 in OIS, we generated two shRNAs targeting each gene (Supplemental Fig. S6A). Knocking down either ENTPD7, SLC31A2, or NDST2 in IMR90 ER:RAS cells did not affect the strength of RAS/ERK activation (Supplemental Fig. S6B) but prevented the senescent arrest (Fig. 5C,D) and blunted p21^CIP1a^ induction (Fig. 5E). Similarly, depletion of ENTPD7, SLC31A2, or NDST2 partially prevented the senescent arrest caused by ARID1B expression (Supplemental Fig. S6C,D). These results confirm the identification of novel mediators of the effects of ARID1B in OIS.

**Figure 5.**
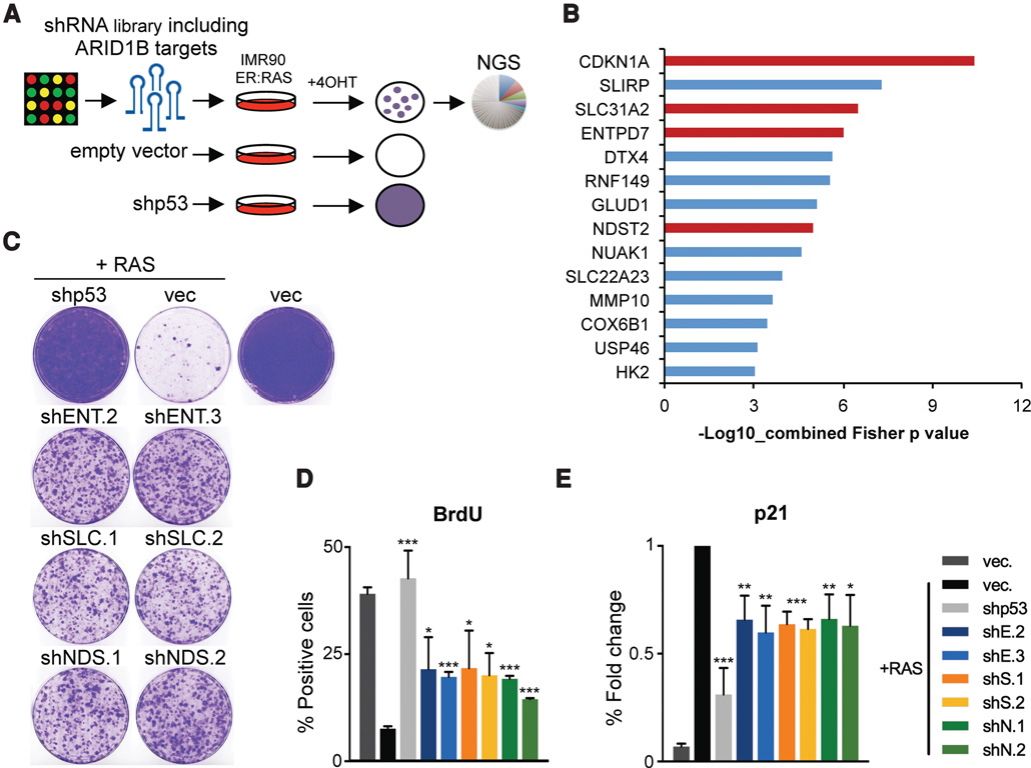
A focused shRNA screen identified novel ARID1B effectors controlling senescence. (*A*) Schematic model of the bypass of senescence screen using a library of shRNAs targeting genes up-regulated in OIS, including some that are ARID1B-dependent. An average of six different shRNAs per gene were used. After infection with the shRNA library or controls, IMR90 ER:RAS cells were treated with 4OHT and passaged until library-infected cells bypassed senescence. shRNAs that bypassed senescence were recovered by NGS. The screen was performed in duplicate. (*B*) List of significantly enriched genes by Fisher's combined *P*-value (*P* < 0.001). *CDKN1A* and genes selected for further analysis are marked in red. (*C*–*E*) Colony formation assay (*C*), BrdU incorporation (*D*), and p21 analysis (*E*) of IMR90 cotransduced with RAS^G12V^ (or empty vector) and shRNAs for ENTPD7 (shE2 and shE3), SLC31A2 (shS1 and shS2), or NDST2 (shN1 and shN2). A p53 shRNA was used as control. Quantifications of IF staining were performed by HCA. *n* = 3. Graphs represents mean ± SD. (***) *P* < 0.001; (**) *P* < 0.005; (*) *P* < 0.05 by two-tailed Student *t*-test.

### Multiple ARID1B target genes mediate induction of OIS in the liver

We next analyzed whether the ARID1B targets identified in the screen have a role in mediating OIS in vivo. First, we tested whether they were induced in livers transduced with oncogenic Nras (Nras^G12V^). We observed an increase in *Entpd7*, *Slc31a2*, and *Ndst2* expression by Nras^G12V^ in an Arid1b-dependent fashion (Fig. 6A; Supplemental Fig. S7A), suggesting that the coordinated regulation of multiple SWI/SNF-dependent genes could mediate the effects of Arid1b on senescence.

**Figure 6.**
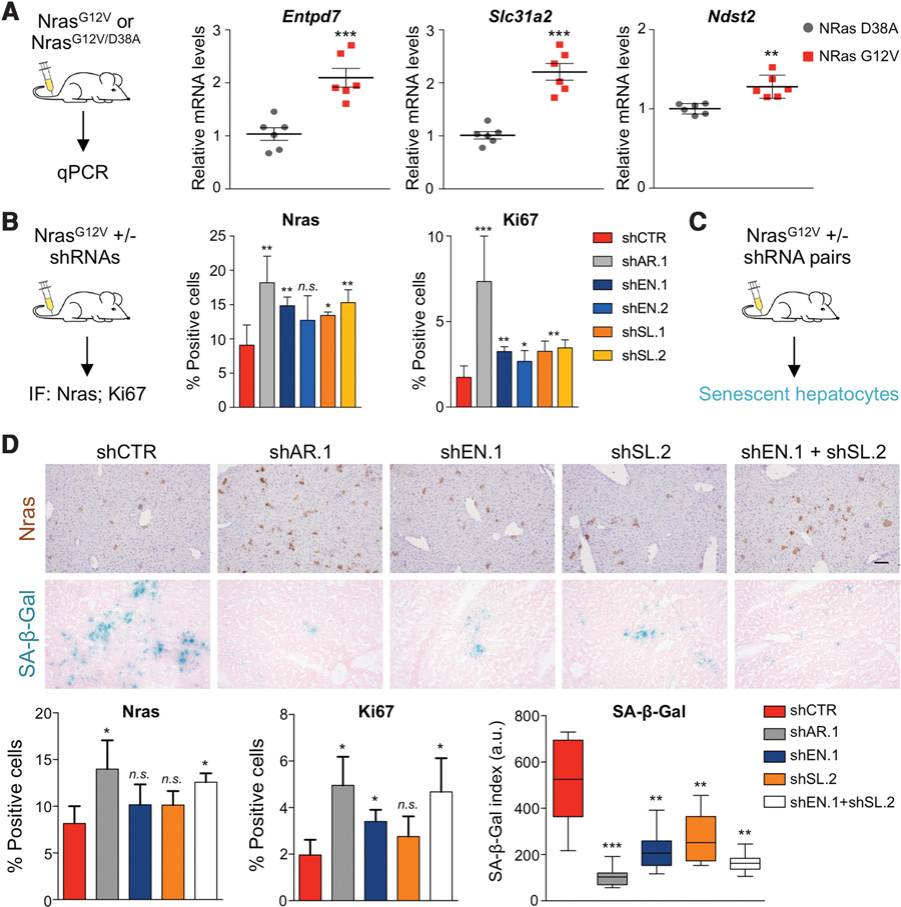
ARID1B controls senescence by coordinated regulation of multiple targets. (*A*) Nras^G12V^ or Nras^G12V/D38A^ transposon constructs were delivered into mouse livers by hydrodynamic injection. Livers were harvested after 6 d, followed by mRNA extraction and quantitative RT–PCR analysis for *Entpd7*, *Slc31a2*, and *Ndst2* mRNA levels. *n* = 6 mice per condition were used. (*B*) Transposon constructs carrying *Nras*^*G12V*^ cDNA and Arid1b shRNAs (shSL.1 and shSL.2) or control (shCTR) were delivered into mouse livers by hydrodynamic injection. *n* = 4 mice per condition were used. Livers were harvested after 6 d, and sections were stained for Nras and Ki67. Quantification of IF staining is shown at the *right*. Graphs represent mean ± SD. (***) *P* < 0.001; (**) *P* < 0.005; (*) *P* < 0.05; (n.s.) nonsignificant by two-tailed Student *t*-test. (*C,D*) Transposon constructs carrying *Nras*^*G12V*^ cDNA and combinations of two control shRNAs, one control and one targeting Arid1b (shAR.1), one control and one targeting Entpd7 (shEN.1), one control and one targeting Slc31a2 (shSL.2), and a combination of Entpd7 and Slc31a2 shRNAs (shEN.1 + shSL.2) were delivered into mouse livers by hydrodynamic injection. In this experiment, a more active transposase (SB100) that allows integration of multiple shRNAs was used. *n* = 3 mice per condition were used. Livers were harvested after 9 d, and sections were stained for Nras, Ki67, and SA-β-Gal. Representative pictures of IHC for Nras and SA-β-Gal staining are shown. Quantification of the staining is shown at the *bottom*. Bar, 100 μm. Graphs represents mean ± SD. (***) *P* < 0.001; (**) *P* < 0.005; (*) *P* < 0.05; (n.s.) nonsignificant by two-tailed Student *t*-test.

To test this, we examined whether Entpd7 and Slc31a2 mediate OIS in vivo. We focused on these two genes because they are down-regulated in a large subset of human HCCs (Supplemental Fig. S7B), and their depletion blunted senescence strongly in vitro. We transduced mice with vectors coexpressing oncogenic Nras (Nras^G12V^) and a control shRNA or shRNAs targeting Arid1b, Entpd7, or Slc31a2 (Fig. 6B, left). Knockdown of Entpd7 or Slc31a2 resulted in increased numbers of Nras^+^ hepatocytes 6 d after transduction (Fig. 6B, middle; Supplemental Fig. S7C). Moreover, knocking down Entpd7 or Slc31a2 led to an increase in the proportion of Nras^+^ hepatocytes that were proliferating, suggesting bypass of senescence (Fig. 6B, right). However, the effects observed upon depletion of either Entpd7 or Slc31a2 were not as pronounced as those observed upon Arid1b depletion (Fig. 6B), perhaps because Arid1b regulates multiple targets to control senescence.

To explore this hypothesis, we devised a modified version of the HDTV injection assay that combined transduction of two transposon vectors with the more active SB100 transposase to make possible the simultaneous down-regulation of two genes (Fig. 6C). We tested the effect that the combined knockdown of Entpd7 and Slc31a2 had on OIS of hepatocytes in vivo by comparing the results with knockdown of Arid1b (Fig. 6D; Supplemental Fig. S7D). In this assay, individual knockdown of Entpd7 or Slc31a2 caused a modest increase in the percentage of Nras^+^ hepatocytes present 9 d after transduction. There was a clearer increase in the percentage of proliferating Ki67^+^/Nras^+^ hepatocytes upon individual knockdown of Entpd7 or Slc31a2, but it was not comparable with that observed upon Arid1b knockdown in the same setting (Fig. 6D). Interestingly, the combined depletion of Entpd7 and Slc31a2 resulted in an increased proportion of Nras^+^ and Ki67^+^/Nras^+^ hepatocytes, comparable with that observed upon Arid1b knockdown (Fig. 6D). A similar trend was observed when analyzing senescence by SA-β-Gal staining. The combined knockdown of Entpd7 and Slc31a2 resulted in a significant decrease of senescence similar to that achieved upon Arid1b down-regulation (Fig. 6D). Overall, these results confirm that ARID1B controls senescence by coordinating the regulation of multiple targets.

### Nucleotide metabolism is a potential liability of ARID1B mutant tumors

Given the prominent tumor suppressor role of senescence, strategies aimed to reactivate senescence in tumors (so-called prosenescence therapies) have been explored to target cancer (Nardella et al. 2011; Acosta and Gil 2012). As depletion of ARID1B prevents senescence, we postulated that senescence reactivation could be used to target SWI/SNF mutant tumors. Among the ARID1B targets mediating senescence, ENTPD7 was of particular relevance, as it is an enzyme involved in nucleotide catabolism (Shi et al. 2001). Shortage of deoxyribonucleotides (dNTPs) has been shown previously to cause OIS via activation of DDR (Aird et al. 2013). Interestingly, a significant correlation exists between the expression levels of ENTPD7 and ARID1B in several cancer types, including liver cancer (Supplemental Fig. S8A,B). Moreover, when HCC cases were stratified according to the mutational status of ARID1B or the SWI/SNF complex, we observed significantly lower ENTPD7 expression in the mutated samples (Fig. 7A).

**Figure 7.**
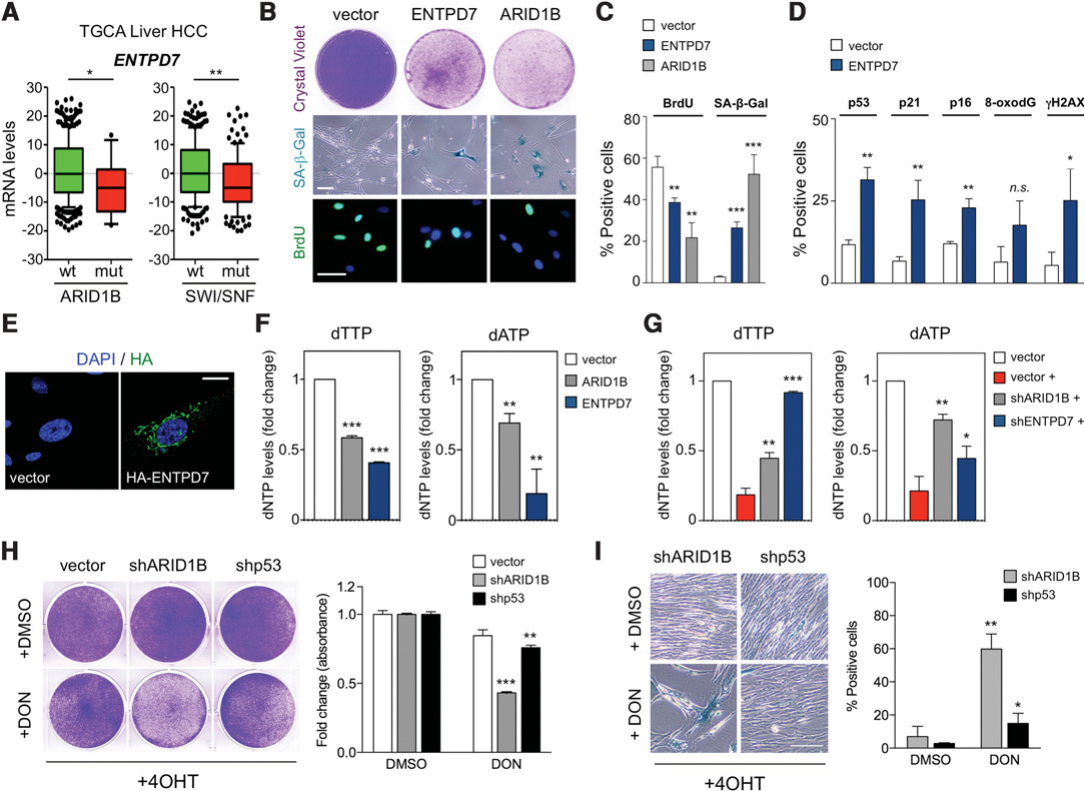
ARID1B-deficient cells are sensitive to alterations in nucleotide metabolism. (*A*) ENTPD7 differential expression between SWI/SNF or ARID1B mutant/wild-type samples was calculated using Student's *t*-test (details are in the Materials and Methods) using The Cancer Genome Atlas Liver Hepatocellular Carcinoma data set. (*B*) Colony formation assay (*top*), SA-β-Gal staining (*middle*), and BrdU IF (*bottom*) of IMR90 transduced with an empty vector or cDNA of *ARID1B* or *ENTPD7*. Bar, 30 μm. (*C*) Quantification by HCA of BrdU IF and SA-β-Gal staining is shown. *n* = 3. (*D*) Quantification by HCA of IF staining for p53, p21^CIP1^, p16^INK4a^, 8-oxodG, and γH2AX in IMR90 cells transduced with *ENTPD7* cDNA or empty vector. *n* = 3. (*E*) Representative images of HA tag IF staining of IMR90 cells transduced with either an empty vector or an HA-tagged *ENTPD7* cDNA. DAPI was used to visualize the nuclei. Bar, 10 μm. (*F*) IMR90 cells were transduced with either an empty vector, *ARID1B* cDNA, or *ENTPD7* cDNA, and then intracellular dNTP levels were measured. (*G*) IMR90 ER:RAS cells were transduced with either an empty vector, an ARID1B shRNA, or an ENTPD7 shRNA and induced to undergo senescence by 4OHT treatment (+). Intracellular dNTP levels were measured 5 d after 4OHT. (*H*,*I*) Cell growth assay (*H*, crystal violet) and SA-β-Gal staining (*I*) of stable ARID1B knockdown, p53 knockdown, or control IMR90 ER:RAS cells treated with 4OHT followed by 5 µM 6-diazo-5-oxo-L-norleucine (DON) or DMSO. For *H* and *I*, the *left* panels show representative images, and the *right* panels show quantification. Graphs represent mean ± SD from *n* = 2 (*H*) and *n* = 3 (*F*,*G*,*I*). (***) *P* < 0.001; (**) *P* < 0.005; (*) *P* < 0.05; (n.s.) nonsignificant by two-tailed Student *t*-test.

Ectopic expression of ENTPD7 in IMR90 cells caused growth arrest and senescence (Fig. 7B,C). ENTPD7 expression induced several senescent effectors—including p16^INK4a^ but more significantly p53 and p21^CIP1a^—and increased DNA damage (Fig. 7D). ENTPD7 belongs to the ENTPD family of ectonucleoside triphosphate diphosphohydrolases. Despite the name, membrane topology analysis predicts that some ENTPDs, such as ENTPD5 and ENTPD7, will reside inside cells and not at their surface (Robson et al. 2006). Therefore, these ENTPDs could affect the intracellular pools of nucleotides, as shown previously for ENTPD5 (Fang et al. 2010).

To investigate the localization of ENTPD7, given the lack of reliable antibodies, we generated an HA-tagged ENTPD7 version. ENTPD7 localized intracellularly to the Golgi apparatus (Fig. 7E; Supplemental Fig. S8D), in contrast to ENTPD5, which has been described as residing in the ER (Fang et al. 2010). In agreement with its localization, ENTPD7 expression resulted in decreased intracellular dNTP levels in IMR90 cells (Fig. 7F; Supplemental Fig. S8E). Conversely, ENTPD7 knockdown prevented the decrease of dNTPs levels observed during OIS (Fig. 7G; Supplemental Fig. S8F). Interestingly, ectopic expression of ARID1B also affected dNTP levels (particularly dTTP and dATP) in a manner similar to ENTPD7 (Fig. 7F,G; Supplemental Fig. S8E,F). 

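In the libraries with and without ectopic ARID1B, genes of pyrimidine metabolism went both ways. The paper's text does not name the profiles behind its pathway analysis of these genes, and these libraries are assumed here. Of 36 measured genes, 14 had a positive and 22 a negative change, 0 rose and 0 fell (0 in either direction when adjusted over the list alone). The members with the smallest p were ENTPD4, at a log2 change of 0.46 (adjusted p = 0.390) from limma, and NT5C, a nucleotidase, at -0.34 (adjusted p = 0.498). The pyrimidine list had a median log2 change of -0.04 and a mean of 0.01, and camera placed it on the higher side (adjusted p = 0.847). Of the 4 measured ENTPD genes, which encode enzymes that hydrolyze nucleoside triphosphates and diphosphates, 0 rose and 0 fell over all genes tested (2 higher and 0 lower when adjusted over the list alone). ENTPD7 (ENSG00000198018) stood at 5.13 ± 0.416 FPKM (SD, n = 3) with ARID1B and 3.08 ± 0.554 FPKM (SD, n = 3) with the vector, a log2 change of 0.60 (standard error 0.135, adjusted p = 0.301 from limma), and it was higher in each ARID1B library than in any vector library. The ENTPD list was higher, with a median of 0.41 (adjusted p = 0.0182 from camera, and adjusted p = 0.269 with an estimated correlation). Without vector replicate 2 the pyrimidine list had an adjusted p of 0.0437, and its median log2 change turned from -0.04 to 0.13. It lay on the lower side (with adjusted p) without vector replicate 1 (0.513), vector replicate 3 (0.765), ARID1B replicate 1 (0.674) or ARID1B replicate 3 (0.924). The ENTPD call ended without vector replicate 1 (0.0531) or ARID1B replicate 1 (0.0683). It also ended with fry, another test of lists (0.0527). At a mean of at least 5 FPKM the adjusted p was 0.513. That filter removes ENTPD7 (mean 4.10 FPKM) and ENTPD5 (mean 2.75 FPKM) and leaves ENTPD4 and ENTPD6, so it does not test ENTPD7. NT5C turned to 0.01 (adjusted p = 0.975) after the GC and length correction.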

Consistent with this, IPA suggested an association between ARID1B expression and pyrimidine metabolism (Supplemental Fig. S8C).

Based on these observations, we decided to test whether nucleotide metabolism could constitute a liability of ARID1B-deficient cells and potentially of SWI/SNF mutated tumors (Supplemental Fig. S9A). We expressed ENTPD7 in IMR90 ER:RAS cells infected with a control vector or shRNAs targeting ARID1B or p53 (Supplemental Fig. S9B). Expression of ENTPD7 significantly affected the growth of ARID1B-depleted but not p53-depleted cells. The experiment suggested that targeting nucleotide metabolism could be a liability of ARID1B-depleted cells. To directly test this possibility, we took advantage of 6-diazo-5-oxo-L-norleucine (DON) and gemcitabine, two drugs inhibiting nucleotide metabolism (Barclay et al. 1962; Wang et al. 2009). Treatment with 5 µM DON did not affect the growth of IMR90 ER:RAS control cells or p53-depleted cells but significantly arrested ARID1B-depleted cells (Fig. 7H). Similar effects were observed when cells were treated with 5 µM gemcitabine (Supplemental Fig. S9C). Importantly, the growth arrest in ARID1B-depleted cells was associated with induction of senescence (Fig. 7I), suggesting that targeting nucleotide metabolism could be used as a prospective prosenescence therapy against ARID1B mutant tumors

## Discussion

Sequencing cancer genomes is providing us with precise information on the recurrent genetic alterations present in different tumor types. Despite this progress, our knowledge of how some of these mutations affect cancer has not advanced at a similar rate due to the lack of functional information. Since bypass of senescence is a common feature of cancers, we interrogated the ability of genes frequently deleted in HCC to regulate senescence.

In a genetic screen, we identified the SWI/SNF component ARID1B as a regulator of senescence. Other members of the SWI/SNF complex have been linked previously with senescence, including SNF5, BRD7, and BRG1 (Oruetxebarria et al. 2004; Chai et al. 2005; Burrows et al. 2010; Drost et al. 2010). Interestingly, ablation of ARID1B in vivo prevents OIS, results in increased proliferation of hepatocytes expressing oncogenic Nras^G12V^, and cooperates in oncogenic transformation. Regulation of p16^INK4a^ and p21^CIP1^ are two suggested mechanisms by which SWI/SNF complexes control senescence (Oruetxebarria et al. 2004; Chai et al. 2005). In addition to down-regulating the expression of both CDK inhibitors, manipulating ARID1B levels also affects oxidative stress and DDR. Taking this into consideration, we screened for additional ARID1B targets mediating senescence. Our results suggest that SWI/SNF induces senescence not only by controlling p16^INK4a^ and p21^CIP1^ expression but also via the coordinated regulation of other genes, including ENTPD7, SLC31A2, and NDST2. Notably, these three novel regulators of senescence identified here have in common that, by affecting DDR or oxidative stress, they could contribute to the activation of the p53/p21 axis.

Due to the high frequency of mutations on SWI/SNF components, there is a strong interest in developing therapies to target these cancers. Studies looking into vulnerabilities of ARID1A and BRG1 mutant cancers have proposed to target residual SWI/SNF complexes in what has been termed “cancer-selective paralog dependency” (Helming et al. 2014b; Hoffman et al. 2014). Other therapies for ARID1A-mutated cancers include inhibition of EZH2 (Bitler et al. 2015), PI3K (Samartzis et al. 2014; Bitler et al. 2015), or PARP (Shen et al. 2015). However, there is still the need to identify therapies that could target the whole spectrum of SWI/SNF mutant tumors. Recently, treatments that invoke a senescence response (so-called prosenescence therapies) have been tested against several tumor types (Nardella et al. 2011; Acosta and Gil 2012). Since senescence is central to the tumor suppressor properties of SWI/SNF, we took advantage of the gained mechanistic insights explaining how ARID1B regulates senescence to target ARID1B-depleted cells. Among the ARID1B targets, we singled out ENTPD7, an enzyme involved in nucleotide metabolism. Nucleotide metabolism has been linked previously with DDR activation and ultimately OIS (Aird et al. 2013). Cells with reduced ARID1B expression underwent a strong senescence arrest in response to ENTPD7 expression or treatment with inhibitors of nucleotide metabolism (Fig. 7). It could be argued that this response would imply intact p53 signaling. Interestingly, some studies have highlighted mutual exclusivity between SWI/SNF and p53 mutations (Guan et al. 2011; Kadoch et al. 2013). Although the connection between SWI/SNF and p53 is complex, our results suggest a functional overlap between both pathways that could explain their mutual exclusivity in cancer (Supplemental Fig. S9B). In turn, the wild-type p53 status of a significant subset of SWI/SNF mutant tumors will make it more sensitive to nucleotide metabolism inhibitors.

In conclusion, we identified *ARID1B* as a gene commonly altered in HCC with the ability to control senescence. Regulation of senescence could explain in part the role of SWI/SNF in tumor suppression. By unveiling novel pathways regulated by SWI/SNF in senescence, our investigation suggests novel therapeutic targets, such as nucleotide metabolism, that could be relevant to treat tumors deficient in ARID1B and, by extension, other SWI/SNF components.

## Materials and methods

### Cell culture and retroviral and lentiviral infection

HEK-293T and IMR90 cells were obtained from American Type Culture Collection. MEFs were prepared as described in the Supplemental Material. Cell lines were grown and infected with retroviral or lentiviral vectors as described in the Supplemental Material.

### BrdU incorporation, crystal violet staining, and SA-β-gal staining

BrdU incorporation, crystal violet staining, and SA-β-gal staining have been described previously (Banito et al. 2009; Barradas et al. 2009; Debacq-Chainiaux et al. 2009; Acosta et al. 2013).

### Soft agar assay

Ras^V12G^-infected MEFs were suspended in complete DMEM containing 0.35% agar (Sigma), seeded in triplicate on six-well plates precoated with 0.7% agar in complete growth medium, and incubated at 37°C and 5% CO_2_. After 21 d, colonies were photographed and counted in 10 randomly chosen fields.

### Gene expression analysis

Total RNA was extracted using Trizol reagent (Invitrogen) and the RNeasy isolation kit (Qiagen). cDNAs were generated using SuperScript II reverse transcriptase (Invitrogen), dNTPs, and random hexamers. PCR reactions were performed in a real-time PCR detection system (Bio-Rad) using Power SYBR Green master mix or TaqMan universal PCR master mix (Applied Biosystems). Expression was normalized to ribosomal protein S14 (*RPS14*) expression. The primer sets used are in Supplemental Table S3. Mouse tissue samples were weighed and ground to a fine powder in liquid nitrogen. The RNA was then extracted and processed as described above.

### In vivo senescence and tumorigenesis experiments

For all animal experiments, only mice in a C57BL/6 background were used (equal gender distribution in randomized groups). C57BL/6 mice were purchased from Charles River. At day 0, HDTV injection of a transposon-based Nras expression plasmid together with an expression plasmid for sleeping beauty 13 was performed, as described in detail previously (Kang et al. 2011). Animals were sacrificed, and livers were collected at specific time points (days 6 and 9) or, in the tumorigenesis study, when termination criteria were fulfilled. Samples were fixed and subjected to immunohistochemistry analysis as described in the Supplemental Material. The antibodies used are in Supplemental Table S4. No statistical method was used to predetermine sample size. The investigators were not blinded to allocation during experiments and outcome assessment. All mice were maintained under specific pathogen-free conditions in accordance with the institutional guidelines of the University of Tübingen. The German legal authorities approved these experiments.

### Immunofluorescence (IF) and high-content analysis (HCA)

IF was performed as described previously (Banito et al. 2009) using the antibodies in Supplemental Table S4. Details of HCA, IF in mouse tissue, and confocal microscopy are in the Supplemental Material.

### Statistical analysis

All statistical analyses were performed by two-tailed Student *t*-test unless stated otherwise.

## Supplementary Material

Supplemental Material

## References

[TORDELLAGAD286112C1] Acosta JC, Gil J. 2012 Senescence: a new weapon for cancer therapy. Trends Cell Biol 22: 211–219.2224506810.1016/j.tcb.2011.11.006

[TORDELLAGAD286112C2] Acosta JC, Banito A, Wuestefeld T, Georgilis A, Janich P, Morton JP, Athineos D, Kang TW, Lasitschka F, Andrulis M, 2013 A complex secretory program orchestrated by the inflammasome controls paracrine senescence. Nat Cell Biol 15: 978–990.2377067610.1038/ncb2784PMC3732483

[TORDELLAGAD286112C3] Aird KM, Zhang G, Li H, Tu Z, Bitler BG, Garipov A, Wu H, Wei Z, Wagner SN, Herlyn M, 2013 Suppression of nucleotide metabolism underlies the establishment and maintenance of oncogene-induced senescence. Cell Rep 3: 1252–1265.2356215610.1016/j.celrep.2013.03.004PMC3840499

[TORDELLAGAD286112C4] Banito A, Rashid ST, Acosta JC, Li S, Pereira CF, Geti I, Pinho S, Silva JC, Azuara V, Walsh M, 2009 Senescence impairs successful reprogramming to pluripotent stem cells. Genes Dev 23: 2134–2139.1969614610.1101/gad.1811609PMC2751980

[TORDELLAGAD286112C5] Barclay RK, Garfinkel E, Phillipps MA. 1962 Effects of 6-diazo-5-oxo-L-norleucine on the incorporation of precursors into nucleic acids. Cancer Res 22: 908–914.13864924

[TORDELLAGAD286112C6] Barradas M, Anderton E, Acosta JC, Li S, Banito A, Rodriguez-Niedenfuhr M, Maertens G, Banck M, Zhou MM, Walsh MJ, 2009 Histone demethylase JMJD3 contributes to epigenetic control of INK4a/ARF by oncogenic RAS. Genes Dev 23: 1177–1182.1945121810.1101/gad.511109PMC2685533

[TORDELLAGAD286112C7] Bitler BG, Aird KM, Garipov A, Li H, Amatangelo M, Kossenkov AV, Schultz DC, Liu Q, Shih Ie M, Conejo-Garcia JR, 2015 Synthetic lethality by targeting EZH2 methyltransferase activity in ARID1A-mutated cancers. Nat Med 21: 231–238.2568610410.1038/nm.3799PMC4352133

[TORDELLAGAD286112C8] Burrows AE, Smogorzewska A, Elledge SJ. 2010 Polybromo-associated BRG1-associated factor components BRD7 and BAF180 are critical regulators of p53 required for induction of replicative senescence. Proc Natl Acad Sci 107: 14280–14285.2066072910.1073/pnas.1009559107PMC2922604

[TORDELLAGAD286112C9] Chai J, Charboneau AL, Betz BL, Weissman BE. 2005 Loss of the hSNF5 gene concomitantly inactivates p21CIP/WAF1 and p16INK4a activity associated with replicative senescence in A204 rhabdoid tumor cells. Cancer Res 65: 10192–10198.1628800610.1158/0008-5472.CAN-05-1896

[TORDELLAGAD286112C10] Cheng SW, Davies KP, Yung E, Beltran RJ, Yu J, Kalpana GV. 1999 c-MYC interacts with INI1/hSNF5 and requires the SWI/SNF complex for transactivation function. Nat Genet 22: 102–105.1031987210.1038/8811

[TORDELLAGAD286112C11] Collado M, Serrano M. 2010 Senescence in tumours: evidence from mice and humans. Nat Rev Cancer 10: 51–57.2002942310.1038/nrc2772PMC3672965

[TORDELLAGAD286112C12] Debacq-Chainiaux F, Erusalimsky JD, Campisi J, Toussaint O. 2009 Protocols to detect senescence-associated β-galactosidase (SA-βgal) activity, a biomarker of senescent cells in culture and in vivo. Nat Protoc 4: 1798–1806.2001093110.1038/nprot.2009.191

[TORDELLAGAD286112C13] Drost J, Mantovani F, Tocco F, Elkon R, Comel A, Holstege H, Kerkhoven R, Jonkers J, Voorhoeve PM, Agami R, 2010 BRD7 is a candidate tumour suppressor gene required for p53 function. Nat Cell Biol 12: 380–389.2022880910.1038/ncb2038

[TORDELLAGAD286112C14] Fang M, Shen Z, Huang S, Zhao L, Chen S, Mak TW, Wang X. 2010 The ER UDPase ENTPD5 promotes protein N-glycosylation, the Warburg effect, and proliferation in the PTEN pathway. Cell 143: 711–724.2107424810.1016/j.cell.2010.10.010

[TORDELLAGAD286112C15] Fellmann C, Hoffmann T, Sridhar V, Hopfgartner B, Muhar M, Roth M, Lai DY, Barbosa IA, Kwon JS, Guan Y, 2013 An optimized microRNA backbone for effective single-copy RNAi. Cell Rep 5: 1704–1713.2433285610.1016/j.celrep.2013.11.020

[TORDELLAGAD286112C16] Fujimoto A, Totoki Y, Abe T, Boroevich KA, Hosoda F, Nguyen HH, Aoki M, Hosono N, Kubo M, Miya F, 2012 Whole-genome sequencing of liver cancers identifies etiological influences on mutation patterns and recurrent mutations in chromatin regulators. Nat Genet 44: 760–764.2263475610.1038/ng.2291

[TORDELLAGAD286112C17] Guan B, Wang TL, Shih Ie M. 2011 ARID1A, a factor that promotes formation of SWI/SNF-mediated chromatin remodeling, is a tumor suppressor in gynecologic cancers. Cancer Res 71: 6718–6727.2190040110.1158/0008-5472.CAN-11-1562PMC3206175

[TORDELLAGAD286112C18] Hanahan D, Weinberg RA. 2011 Hallmarks of cancer: the next generation. Cell 144: 646–674.2137623010.1016/j.cell.2011.02.013

[TORDELLAGAD286112C19] Helming KC, Wang X, Roberts CW. 2014a Vulnerabilities of mutant SWI/SNF complexes in cancer. Cancer Cell 26: 309–317.2520332010.1016/j.ccr.2014.07.018PMC4159614

[TORDELLAGAD286112C20] Helming KC, Wang X, Wilson BG, Vazquez F, Haswell JR, Manchester HE, Kim Y, Kryukov GV, Ghandi M, Aguirre AJ, 2014b ARID1B is a specific vulnerability in ARID1A-mutant cancers. Nat Med 20: 251–254.2456238310.1038/nm.3480PMC3954704

[TORDELLAGAD286112C21] Hoffman GR, Rahal R, Buxton F, Xiang K, McAllister G, Frias E, Bagdasarian L, Huber J, Lindeman A, Chen D, 2014 Functional epigenetics approach identifies BRM/SMARCA2 as a critical synthetic lethal target in BRG1-deficient cancers. Proc Natl Acad Sci 111: 3128–3133.2452017610.1073/pnas.1316793111PMC3939885

[TORDELLAGAD286112C22] Jacobs JJ, Keblusek P, Robanus-Maandag E, Kristel P, Lingbeek M, Nederlof PM, van Welsem T, van de Vijver MJ, Koh EY, Daley GQ, 2000 Senescence bypass screen identifies TBX2, which represses Cdkn2a (p19ARF) and is amplified in a subset of human breast cancers. Nat Genet 26: 291–299.1106246710.1038/81583

[TORDELLAGAD286112C23] Kadoch C, Hargreaves DC, Hodges C, Elias L, Ho L, Ranish J, Crabtree GR. 2013 Proteomic and bioinformatic analysis of mammalian SWI/SNF complexes identifies extensive roles in human malignancy. Nat Genet 45: 592–601.2364449110.1038/ng.2628PMC3667980

[TORDELLAGAD286112C24] Kang TW, Yevsa T, Woller N, Hoenicke L, Wuestefeld T, Dauch D, Hohmeyer A, Gereke M, Rudalska R, Potapova A, 2011 Senescence surveillance of pre-malignant hepatocytes limits liver cancer development. Nature 479: 547–551.2208094710.1038/nature10599

[TORDELLAGAD286112C25] Khursheed M, Kolla JN, Kotapalli V, Gupta N, Gowrishankar S, Uppin SG, Sastry RA, Koganti S, Sundaram C, Pollack JR, 2013 ARID1B, a member of the human SWI/SNF chromatin remodeling complex, exhibits tumour-suppressor activities in pancreatic cancer cell lines. Br J Cancer 108: 2056–2062.2366094610.1038/bjc.2013.200PMC3670478

[TORDELLAGAD286112C26] Kia SK, Gorski MM, Giannakopoulos S, Verrijzer CP. 2008 SWI/SNF mediates polycomb eviction and epigenetic reprogramming of the INK4b–ARF–INK4a locus. Mol Cell Biol 28: 3457–3464.1833211610.1128/MCB.02019-07PMC2423153

[TORDELLAGAD286112C27] Kondoh H, Lleonart ME, Gil J, Wang J, Degan P, Peters G, Martinez D, Carnero A, Beach D. 2005 Glycolytic enzymes can modulate cellular life span. Cancer Res 65: 177–185.15665293

[TORDELLAGAD286112C28] Kuilman T, Michaloglou C, Mooi WJ, Peeper DS. 2010 The essence of senescence. Genes Dev 24: 2463–2479.2107881610.1101/gad.1971610PMC2975923

[TORDELLAGAD286112C29] Lee D, Kim JW, Seo T, Hwang SG, Choi EJ, Choe J. 2002 SWI/SNF complex interacts with tumor suppressor p53 and is necessary for the activation of p53-mediated transcription. J Biol Chem 277: 22330–22337.1195083410.1074/jbc.M111987200

[TORDELLAGAD286112C30] Lee JJ, Sholl LM, Lindeman NI, Granter SR, Laga AC, Shivdasani P, Chin G, Luke JJ, Ott PA, Hodi FS, 2015 Targeted next-generation sequencing reveals high frequency of mutations in epigenetic regulators across treatment-naive patient melanomas. Clin Epigenetics 7: 59.2622119010.1186/s13148-015-0091-3PMC4517542

[TORDELLAGAD286112C31] Nardella C, Clohessy JG, Alimonti A, Pandolfi PP. 2011 Pro-senescence therapy for cancer treatment. Nat Rev Cancer 11: 503–511.2170151210.1038/nrc3057

[TORDELLAGAD286112C32] Narita M, Lowe SW. 2005 Senescence comes of age. Nat Med 11: 920–922.1614556910.1038/nm0905-920

[TORDELLAGAD286112C33] Oruetxebarria I, Venturini F, Kekarainen T, Houweling A, Zuijderduijn LM, Mohd-Sarip A, Vries RG, Hoeben RC, Verrijzer CP. 2004 P16INK4a is required for hSNF5 chromatin remodeler-induced cellular senescence in malignant rhabdoid tumor cells. J Biol Chem 279: 3807–3816.1460499210.1074/jbc.M309333200

[TORDELLAGAD286112C34] Plass C, Pfister SM, Lindroth AM, Bogatyrova O, Claus R, Lichter P. 2013 Mutations in regulators of the epigenome and their connections to global chromatin patterns in cancer. Nat Rev Genet 14: 765–780.2410527410.1038/nrg3554

[TORDELLAGAD286112C35] Robson SC, Sevigny J, Zimmermann H. 2006 The E-NTPDase family of ectonucleotidases: structure function relationships and pathophysiological significance. Purinergic Signal 2: 409–430.1840448010.1007/s11302-006-9003-5PMC2254478

[TORDELLAGAD286112C36] Samartzis EP, Gutsche K, Dedes KJ, Fink D, Stucki M, Imesch P. 2014 Loss of ARID1A expression sensitizes cancer cells to PI3K- and AKT-inhibition. Oncotarget 5: 5295–5303.2497946310.18632/oncotarget.2092PMC4170604

[TORDELLAGAD286112C37] Sausen M, Leary RJ, Jones S, Wu J, Reynolds CP, Liu X, Blackford A, Parmigiani G, Diaz LAJr, Papadopoulos N, 2013 Integrated genomic analyses identify ARID1A and ARID1B alterations in the childhood cancer neuroblastoma. Nat Genet 45: 12–17.2320212810.1038/ng.2493PMC3557959

[TORDELLAGAD286112C38] Shain AH, Pollack JR. 2013 The spectrum of SWI/SNF mutations, ubiquitous in human cancers. PLoS One 8: e55119.2335590810.1371/journal.pone.0055119PMC3552954

[TORDELLAGAD286112C39] Shen J, Peng Y, Wei L, Zhang W, Yang L, Lan L, Kapoor P, Ju Z, Mo Q, Shih Ie M, 2015 ARID1A deficiency impairs the DNA damage checkpoint and sensitizes cells to PARP inhibitors. Cancer Discov 5: 752–767.2606919010.1158/2159-8290.CD-14-0849PMC4497871

[TORDELLAGAD286112C40] Shi JD, Kukar T, Wang CY, Li QZ, Cruz PE, Davoodi-Semiromi A, Yang P, Gu Y, Lian W, Wu DH, 2001 Molecular cloning and characterization of a novel mammalian endo-apyrase (LALP1). J Biol Chem 276: 17474–17478.1127893610.1074/jbc.M011569200

[TORDELLAGAD286112C41] Trouche D, Le Chalony C, Muchardt C, Yaniv M, Kouzarides T. 1997 RB and hbrm cooperate to repress the activation functions of E2F1. Proc Natl Acad Sci 94: 11268–11273.932659810.1073/pnas.94.21.11268PMC23436

[TORDELLAGAD286112C42] Wang J, Lohman GJ, Stubbe J. 2009 Mechanism of inactivation of human ribonucleotide reductase with p53R2 by gemcitabine 5′-diphosphate. Biochemistry 48: 11612–11621.1989980710.1021/bi901588zPMC2917093

[TORDELLAGAD286112C43] Watson IR, Takahashi K, Futreal PA, Chin L. 2013 Emerging patterns of somatic mutations in cancer. Nat Rev Genet 14: 703–718.2402270210.1038/nrg3539PMC4014352

[TORDELLAGAD286112C44] Wilson BG, Roberts CW. 2011 SWI/SNF nucleosome remodellers and cancer. Nat Rev Cancer 11: 481–492.2165481810.1038/nrc3068

[TORDELLAGAD286112C45] Zender L, Xue W, Zuber J, Semighini CP, Krasnitz A, Ma B, Zender P, Kubicka S, Luk JM, Schirmacher P, 2008 An oncogenomics-based in vivo RNAi screen identifies tumor suppressors in liver cancer. Cell 135: 852–864.1901295310.1016/j.cell.2008.09.061PMC2990916

# Supplementary material for: SWI/SNF regulates a transcriptional program that induces senescence to prevent liver cancer
**Source:** Genes Dev. 2016 Oct 1;30(19):2187–98. doi: 10.1101/gad.286112.116
**Supplement:** Supplemental Material

SWI/SNF regulates a transcriptional program that induces senescence to prevent liver cancer — Supplemental Material 

# SWI/SNF regulates a transcriptional program that induces senescence to prevent liver cancer

## Supplemental Material

- Supplemental\_Material.pdf

How the deposited data were processed for this re-analysis (not part of the article)

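The data are RNA-seq values from IMR90 human fetal lung fibroblasts with an empty vector (3 libraries) or ARID1B cDNA (3 libraries), grouped by the condition and replicate number that the sample labels give and that the paper's legend to Fig. 4 matches. The authors deposited FPKM values, not counts, for 57232 genes. The submitters' notes name TopHat2 2.0.11, HTSeq 0.5.3p9, DESeq2 and hg19, and the paper's text does not give the role of each.

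Library totals were recovered from the steps of the FPKM values. Genes with a single transcript in GENCODE v29 (GRCh38) gave the value of 1 read, and the smallest whole gene length that made all 6 values whole reads within 0.002 reads gave the reads of each gene. All 10416 genes tested came out whole in the 6 libraries. Where the reads of a gene share a divisor, this length and the reads are too small by that factor. Totals lay between 63386813 and 91924514 reads or fragments, with medians of 80528432 for the vector and 74121620 for ARID1B. The median gene tested held between 2283 and 3352.5 reads per library, so counting error is small beside the spread between libraries. On 6 simulated libraries of 3000 genes, all 6 totals and 100% of the reads of 300 genes were recovered. With 3 of these libraries 92.7% of the 300 genes were recovered, under the limit of 95% set for this check, since reads then more often share a divisor. The check was changed from 3 to 6 libraries, as in the table, after it had failed.

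The main test was limma 3.58.1 (R 4.3.3) with a variance trend on log2(FPKM + 1) for genes with a mean of at least 1 FPKM, with Benjamini-Hochberg adjustment and a threshold of 0.05. On data simulated for this comparison with the fitted spread of each of the 10416 genes, 72.5% of 200 genes changed 2-fold and 98.5% of 200 genes changed 4-fold were recovered. In the real fit IL7R, at 2.42-fold, passed. COL4A1 (2.84-fold, adjusted p = 0.0920), F3 (2.17-fold, 0.0920) and LOX (2.04-fold, 0.165) missed the threshold of limma. The simulated shares therefore do not give the power of the real test, and the few genes called do not exclude 2-fold changes. Gene lists were tested with camera at a preset correlation of 0.01, adjusted over 21 lists. Camera was given the variance trend of the gene test after its values without the trend had been seen, and without it the DNA damage response list missed the threshold (adjusted p = 0.0516). The lists were senescence-associated genes, SASP, G1/S and DNA replication, G2/M and mitosis, p53 targets, DNA damage response, antioxidant and NRF2 targets, reactive oxygen species sources, pyrimidine metabolism, purine synthesis, ENTPD family, SWI/SNF subunits, reported BRG1/BRM-dependent genes, CDK inhibitors, interferon response, collagens and matrix, cholesterol synthesis, unfolded protein and amino acid stress, core histones, glycolysis and housekeeping. Markers of epithelial, endothelial, blood, smooth muscle and lung fibroblast cells were also listed. The lists stand in for the signatures of the paper, which its text does not list.

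The rule for the genes named was fixed before the data were examined: genes the paper names, the 10 largest rises and falls among genes past the threshold whose groups do not overlap, and from each list up to 4 members past the threshold or, with none, the 2 with the smallest p. All parts but that of genes the paper names choose genes by their values. Some genes that this rule gives are not reported here. Genes named from the fit without vector replicate 2 were chosen after seeing the data. Alternatives set at the same time were a pseudocount of 0.1, no filter, a mean of at least 5 FPKM, median-ratio rescaling, quantile normalization, no variance trend, the replicate number as a block, each library left out, a 1.5-fold minimum and, for lists, an estimated correlation, fry, fgsea 1.28.0 and lists without CDK inhibitor genes. A correction for GC content and length (natural splines with 5 degrees of freedom each, 97.9% of genes matched), both libraries numbered 3 left out, limma's voom on the recovered reads, and the SWI/SNF list without ARID1B were added after seeing the data. Python 3.11.15, scipy 1.17.1 and matplotlib 3.10.9 were used for the recovery and the plots.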

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

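CXCL8 (listed as IL8) and IL7R were the genes past the threshold that the paper does not name. The log2 change of IL8 was 3.38 and that of IL7R was 1.28, both above the vector libraries. Over all settings these lay from 3.11 to 4.60 and from 1.14 to 1.41, higher in each. IL8 missed the threshold under median-ratio rescaling (adjusted p = 0.0582 from limma) and quantile normalization (0.0709), which left 2 genes past it, ARID1B and IL7R. Both calls were lost with no filter on low values (0.174 for IL8 and 0.135 for IL7R), with the replicate number as a block (0.112 and 0.799), and without any single library other than vector replicate 2 (from 0.0925 to 0.472 for IL8 and from 0.145 to 0.783 for IL7R), settings that lost ARID1B too. Of the settings chosen after seeing the data, voom lost both calls (0.0874 and 0.0745), and the correction for GC content and length lost that of IL7R (0.0771) and not that of IL8 (0.0297). The test of 2 against 2, also chosen then, called no gene, and so not ARID1B either.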

How the results depend on the processing

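Settings with GC correction, both libraries numbered 3 left out, voom and the SWI/SNF list without ARID1B were chosen after seeing the data. The replicate numbers do not pair the libraries: deviations of same-numbered libraries correlated at -0.46, -0.43 and -0.17, and no vector library correlated best with its own number.

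Under no filter on low values, the counts were 0 all genes past the threshold, 0 higher genes, and lists no longer past the threshold were (with adjusted p) core histones 0.0522, and lists newly past it were SASP 0.00577, p53 targets 0.0169, and lists on the other side of 0 were reactive oxygen species sources 0.916, CDK inhibitors 0.879, and ARID1B kept its direction but missed the threshold at a log2 change of 3.29. Under the replicate number as a block (replicate block), the counts were 0 all genes past the threshold, 0 higher genes, and ARID1B kept its direction but missed the threshold at a log2 change of 3.29. Under GC and length correction, the counts were 5 all genes past the threshold, 5 higher genes, and lists no longer past the threshold were (with adjusted p) G1/S and DNA replication 0.0519, DNA damage response 0.787, antioxidant and NRF2 targets 0.170, and lists newly past it were senescence-associated genes 0.00142, SASP 0.00377, p53 targets 0.0176, and lists on the other side of 0 were glycolysis 0.430, and log2 changes turned for ARID2 -0.0800, BRD7 -0.0856, CDKN2A 0.21, TP53BP1 -0.12, H2AFX 0.0874, CYBA 0.0542, RAC2 0.0326, NT5C 0.0140, CDKN2C 0.00481. Under 2 against 2, both libraries numbered 3 left out, the counts were 0 all genes past the threshold, 0 higher genes, and lists no longer past the threshold were (with adjusted p) G1/S and DNA replication 0.580, G2/M and mitosis 0.269, DNA damage response 0.184, core histones 0.0535, and lists newly past it were senescence-associated genes 0.0224, SASP 0.0155, p53 targets 0.0155, interferon response 0.0200, and lists on the other side of 0 were pyrimidine metabolism 0.514, purine synthesis 0.514, SWI/SNF subunits 0.847, and ARID1B kept its direction but missed the threshold at a log2 change of 3.30, and log2 changes turned for SMARCA2 0.0309, SMARCC1 0.00239. Under voom on recovered reads, the counts were 1 all genes past the threshold, 1 higher genes. Under pseudocount 0.1, lists newly past it were SASP 0.0487. Under mean of at least 5 FPKM, lists no longer past the threshold were (with adjusted p) G1/S and DNA replication 0.525, G2/M and mitosis 0.144, DNA damage response 0.666, antioxidant and NRF2 targets 0.0583, ENTPD family 0.513, collagens and matrix 0.0583, cholesterol synthesis 0.0983, core histones 0.306, and lists on the other side of 0 were purine synthesis 0.911. That filter removed ENTPD7 and ENTPD5 from the ENTPD list. Under quantile normalization, lists newly past it were senescence-associated genes 0.0196, SASP 0.0265, p53 targets 0.0468, and lists on the other side of 0 were glycolysis 0.754. Under no trend, lists no longer past the threshold were (with adjusted p) DNA damage response 0.0516. Under camera with estimated correlation, lists no longer past the threshold were (with adjusted p) G1/S and DNA replication 0.856, G2/M and mitosis 0.856, DNA damage response 0.269, antioxidant and NRF2 targets 0.269, ENTPD family 0.269, collagens and matrix 0.856, cholesterol synthesis 0.856, core histones 0.856. Under fry, lists no longer past the threshold were (with adjusted p) G1/S and DNA replication 0.860, G2/M and mitosis 0.859, DNA damage response 0.162, ENTPD family 0.0527, collagens and matrix 0.659, cholesterol synthesis 0.659, core histones 0.659, and lists newly past it were senescence-associated genes 0.0263, and lists on the other side of 0 were pyrimidine metabolism 0.976, purine synthesis 0.976, SWI/SNF subunits 0.976, unfolded protein and amino acid stress 0.976. Under fgsea, lists newly past it were senescence-associated genes 0.0145, SASP 0.00462, p53 targets 0.0145, and lists on the other side of 0 were SWI/SNF subunits 0.434, unfolded protein and amino acid stress 0.463.

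With each library left out in turn, the counts, adjusted p of lists and log2 changes of genes ran as follows: all genes past the threshold from 0 to 324, higher genes from 0 to 125, ARID1B level from 3.14 to 3.46, SMARCA2 from -0.22 to 0.0719, SMARCC1 from -0.29 to 0.0726, lower genes from 0 to 199, ARID2 from -0.11 to 0.27, TP53BP1 from -0.17 to 0.19, H2AFX from -0.62 to 0.28, SLIRP from -0.30 to 0.18, GLUD1 from -0.10 to 0.00167, RAC2 from -0.36 to 0.00520, G1/S and DNA replication from 3.02e-10 to 0.836, G2/M and mitosis from 1.01e-11 to 0.513, DNA damage response from 0.0221 to 0.212, antioxidant and NRF2 targets from 0.00634 to 0.0683, pyrimidine metabolism from 0.0437 to 0.924, purine synthesis from 0.106 to 0.924, ENTPD family from 0.0196 to 0.0683, SWI/SNF subunits from 0.225 to 0.964, core histones from 0.00105 to 0.391, SASP from 0.00719 to 0.306, interferon response from 0.0512 to 0.707, collagens and matrix from 8.57e-04 to 0.761, cholesterol synthesis from 0.0198 to 0.421, unfolded protein and amino acid stress from 0.208 to 0.761, glycolysis from 0.205 to 0.659, housekeeping from 0.143 to 0.761, p53 targets from 0.0198 to 0.761, senescence-associated genes from 0.0338 to 0.212. The log2 change of ARID1B lay between 3.14 and 3.88 over all settings. ARID1B was higher in each, and its call was lost without any single library other than vector replicate 2. The causes were not tested. DESeq2, an alternative set for a deposited table of counts, was not run, because the authors deposited FPKM values. The lowest library held 2976 reads for ARID1B and 1980 for CDKN2A, and 102 for IL8, 32 for CXCL1 and 25 for C1QL1, where counting error is larger.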

Differences from the paper's values

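The paper's text gives no value for a measure computed here, so the points below concern directions. The paper reports a cell cycle arrest signature with ARID1B. Apart from RNA, it reports that such cells stopped growing, gained SA-β-Gal activity and less often took up BrdU. The libraries do not measure these, so the lists below bear on the RNA signature only. Genes of G2/M and mitosis and of G1/S were here higher with ARID1B, at median log2 changes of 0.19 and 0.07 (0.58 and 0.33 without vector replicate 2). Neither list lay lower under any setting run. Both calls were lost with an estimated correlation (adjusted p = 0.856 and 0.856), with fry (0.859 and 0.860), without vector replicate 1 (0.513 and 0.836), vector replicate 3 (0.0512 and 0.228) or ARID1B replicate 1 (0.0683 and 0.179), at a mean of at least 5 FPKM (0.144 and 0.525) and in the 2 against 2 test chosen after seeing the values (0.269 and 0.580). The G1/S call was also lost after the GC and length correction (0.0519), although its median log2 change was then 0.10 in place of 0.07. The G2/M list also passed in 8 of 9 other groupings of the libraries. CDKN1A, which the paper reports as induced in stained cells, was at a log2 change of 0.29 (adjusted p = 0.509) from limma, and of 0.48 (adjusted p = 0.169) after the GC and length correction chosen after seeing the values. Its RNA was higher in each ARID1B library than in any vector library, without passing the threshold.

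The paper reports signatures of OIS and the SASP and activation of p53. The lists used here missed the threshold with adjusted p of 0.0578, 0.0540 and 0.0578 from camera, all on the higher side. The senescence list passed under quantile normalization, fry, fgsea and without ARID1B replicate 3, the SASP list under a pseudocount of 0.1, no filter, quantile normalization, fgsea and without vector replicate 2, ARID1B replicate 1 or ARID1B replicate 3, and the p53 list under no filter, quantile normalization, fgsea and without vector replicate 3, ARID1B replicate 1 or ARID1B replicate 3. All 3 also passed after the GC and length correction and without both libraries numbered 3, chosen after seeing the values.

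The paper reports higher SWI/SNF targets, where the list used here had an adjusted p of 0.681 and passed under no setting. It reports p16 as raised in stained cells, where the RNA of CDKN2A had a log2 change of -0.09 (adjusted p = 0.771 from limma), and of 0.21 (adjusted p = 0.771) after the GC and length correction chosen after seeing the values. This is an RNA level and the paper's is a protein level. It proposes an association of ARID1B expression with pyrimidine metabolism, from profiles that its text does not name. In these libraries, which are assumed to be those, the list had an adjusted p of 0.847, passed without vector replicate 2 (0.0437) and lay on the lower side without vector replicate 1 (0.513), vector replicate 3 (0.765), ARID1B replicate 1 (0.674) or ARID1B replicate 3 (0.924). The signatures and target sets of the paper were not used here.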

Other observations

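Tests of replicates 3, of exchanged labels, of vector replicate 2 alone and of dividing cells, and the GC correction itself, were chosen after the results were seen. Genes of the extracellular matrix were higher with ARID1B as a list of 38 collagens and matrix genes (adjusted p = 0.0182 from camera, and adjusted p = 0.856 with an estimated correlation), with 0 members past the threshold (5 higher and 1 lower when adjusted over the list alone), COL4A1, a basement membrane collagen, at a log2 change of 1.51 (adjusted p = 0.0920) and LOX, which crosslinks collagen, at 1.03 (adjusted p = 0.165) from limma. This call ended without vector replicate 2 (0.761) or ARID1B replicate 2 (0.544), and without vector replicate 2 the median log2 change of the list turned from 0.17 to -0.17, although camera placed it on the higher side. Lists of cholesterol synthesis (adjusted p = 0.0226, and adjusted p = 0.856 with an estimated correlation) and core histones (adjusted p = 0.0226, and adjusted p = 0.856 with an estimated correlation) were also higher with 0 members past the threshold (4 histones higher and 1 lower when adjusted over the list alone), with MSMO1, an enzyme of sterol synthesis, at 0.42 (adjusted p = 0.467) and HIST2H2BE at 0.69 (adjusted p = 0.285). The cholesterol call ended without vector replicate 2 (0.421) or ARID1B replicate 1 (0.0683), and the histone call without vector replicate 1 (0.391), vector replicate 3 (0.0512) or ARID1B replicate 1 (0.0683). Lists that did not pass were the interferon response (adjusted p = 0.223), the unfolded protein and amino acid stress response (adjusted p = 0.771), purine synthesis (adjusted p = 0.847), glycolysis (adjusted p = 0.788), CDK inhibitors (adjusted p = 0.847) and housekeeping genes (adjusted p = 0.317). DDIT3 and CHAC1 of the stress list were at -0.50 (adjusted p = 0.264) and -0.84 (adjusted p = 0.300).

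Without vector replicate 2, the rule for named genes gave, besides ARID1B, CXCL8 and IL7R and among others, rises of ANKRD1 (2.77), EDN1 (1.93), CXCL1 (1.58) and INHBA (1.31) and falls of C1QL1 (-1.68), RASSF2 (-1.62) and CRABP2 (-1.43) on the log2 scale, in a total of 324 genes, these 7 being chosen after their values were seen. With all libraries, these 7 genes had adjusted p between 0.0920 and 0.581. Their log2 changes were then 2.46 (ANKRD1), 1.49 (EDN1), 1.70 (CXCL1), 1.19 (INHBA), -1.17 (C1QL1), -0.96 (RASSF2) and -1.08 (CRABP2). Vector replicate 2 held 0.495 FPKM of C1QL1, against 0.276 to 0.479 in the ARID1B libraries. For RASSF2 it held 1.26 FPKM, against 1.62 to 2.29. For CRABP2 it held 7.45 FPKM, against 5.27 to 5.66. For the named rises vector replicate 2 lay below every ARID1B library. Of the other rises that the rule gave, this also held for CLDN1 and COL4A1 and not for HBEGF. Vector replicate 2 held 10.4 FPKM of HBEGF, against 6.38 to 7.57 in the ARID1B libraries. Of the other falls, it lay below every ARID1B library for TMEM119 (2.26 against 9.32 to 15.9), FABP3 (2.31 against 6.65 to 9.90), TOX and MXRA5. It did not for CPXM1, NNAT and TMEM35.

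Of 14 genes that the paper lists from its screen in other IMR90 cells (Fig. 5B), 12 were tested, of which 8 had a positive and 4 a negative change and 0 passed, while SLC22A23 and MMP10 had a mean under 1 FPKM. SLC31A2 was at a log2 change of 0.45 (adjusted p = 0.450), NDST2 at 0.10 (adjusted p = 0.778), COX6B1 at -0.35 (adjusted p = 0.659) and SLIRP at -0.12 (adjusted p = 0.875) from limma, and without vector replicate 2 COX6B1 was at -0.0759 and SLIRP at 0.18. Of markers of other cell types, 3 of 8 epithelial, 1 of 5 endothelial, 0 of 6 blood and 4 of 7 smooth muscle genes had a mean of at least 1 FPKM, against 10 of 10 lung fibroblast genes, and none passed the test. KRT18 was at 10.4 ± 2.41 FPKM with ARID1B and 5.95 ± 2.20 with the vector, TAGLN, which fibroblasts also express, at 113 ± 4.11 FPKM with ARID1B and 124 ± 64.4 with the vector, and COL1A1 at 732 ± 171 FPKM with ARID1B and 738 ± 157 with the vector. Each had the highest mean of its type. KRT19 went the other way to KRT18, at 4.92 ± 1.00 FPKM with ARID1B and 8.33 ± 5.30 with the vector. The fibroblast marker LUM was at 68.5 ± 19.8 FPKM with ARID1B and 26.5 ± 19.9 with the vector. Vector replicate 2 was the lowest library for LUM (4.21) and PDGFRA (8.37) and the highest for THY1 (73.2). Mitochondrial genes held 16.3% to 19.7% of the FPKM in vector libraries and 19.7% to 27.8% in ARID1B libraries.

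In both groups, replicate 3 lay nearer to the line between replicates 1 and 2 than to either of them, at 82.3% of replicate 1 for the vector and 73.3% for ARID1B. The residual was 2.80 times the counting noise for the vector and 7.56 times for ARID1B (intervals 2.65 to 2.93 and 7.15 to 7.93), above the 1 that pooled reads would leave, which argues against pooled reads. Between replicates 1 and 3 the ratio was 17.0 and 18.5, and between replicates 1 and 2 it was 482 and 85.9. Among genes over 2-fold apart, interpolating log values left a residual 1.44 times that of a linear mixture for the vector and 2.41 times for ARID1B. RNA or cells mixed before library preparation may therefore account for replicates 3, but independent cultures with different shares of cells in the same states would give a linear mixture too, and no biological explanation was tested. If replicates 3 were mixtures, the number of independent samples per group would be 2. The test of 2 against 2 missed ARID1B too (adjusted p = 0.838), so its count of genes says nothing, and it called 8 lists, 4 of them among the 8 called with all libraries.

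Vector replicate 2 differed from the other vector libraries along GC content (Spearman's rho across 10195 genes 0.36, genes not being independent) and length (rho -0.48). The contrast of ARID1B with vector also ran along GC content (rho -0.55, and -0.27 without vector replicate 2), and the correlation reached a size of 0.56 in other groupings of the libraries. The correction left 86.7% of the distance of vector replicate 2, against GC content and length as the whole source, and its ARID1B level of 1.31 FPKM argues against a label exchanged with an ARID1B library. Vector replicate 2 held more cell cycle RNA than the other vector libraries, with MKI67 at 6.49 FPKM against 2.83 and 3.38. Leaving it out raised the median log2 change of the G2/M and mitosis list from 0.19 to 0.58. ARID1B replicates 1 and 3 held still more MKI67, at 9.73 and 8.14 FPKM. Whether dividing cells set vector replicate 2 apart was not tested. What sets it apart stays open, and no biological explanation was tested.

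The G2/M and mitosis list was higher with ARID1B (adjusted p = 0.00517 from camera, and adjusted p = 0.856 with an estimated correlation), a call that ended without vector replicate 1 (0.513), vector replicate 3 (0.0512) or ARID1B replicate 1 (0.0683). Without vector replicate 2 its adjusted p was 1.01e-11, which argues against that library alone. After the GC and length correction its adjusted p was 0.0176 and its median log2 change 0.16 in place of 0.19, which is 84.1% (95% bootstrap interval 56.5% to 108% over 55 members) and argues against GC content and length as the whole source, set to leave under 50%, while a part stays open, since the interval also holds values under the 75% set for little part. The list passed in 8 of the 9 other groupings of the libraries, which is consistent with cultures that differ in their dividing cells whatever the condition. An effect of ARID1B stays open.

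The 6 libraries can be split in 10 ways, too few for a share under 0.05. The real split gave 3 genes and the highest other 0, so 1 split gave as many. It gave 8 lists and the highest other 11, and 7 splits gave as many. These counts were taken at the preset correlation, and with an estimated one the real split gave 0 lists. The counts therefore cannot tell whether a structure of the samples lies behind them.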
